# Single-Cell Profiling Defines Transcriptomic Signatures Specific to Tumor-Reactive versus Virus-Responsive CD4^+^ T Cells

**DOI:** 10.1016/j.celrep.2019.10.131

**Published:** 2019-12-03

**Authors:** Assaf Magen, Jia Nie, Thomas Ciucci, Samira Tamoutounour, Yongmei Zhao, Monika Mehta, Bao Tran, Dorian B. McGavern, Sridhar Hannenhalli, Rémy Bosselut

## Abstract

Most current tumor immunotherapy strategies leverage cytotoxic CD8^+^ T cells. Despite evidence for clinical potential of CD4^+^ tumor-infiltrating lymphocytes (TILs), their functional diversity limits our ability to harness their activity. Here, we use single-cell mRNA sequencing to analyze the response of tumor-specific CD4^+^ TILs and draining lymph node (dLN) T cells. Computational approaches to characterize subpopulations identify TIL transcriptomic patterns strikingly distinct from acute and chronic anti-viral responses and dominated by diversity among T-bet-expressing T helper type 1 (Th1)-like cells. In contrast, the dLN response includes T follicular helper (Tfh) cells but lacks Th1 cells. We identify a type I interferon-driven signature in Th1-like TILs and show that it is found in human cancers, in which it is negatively associated with response to checkpoint therapy. Our study provides a proof-of-concept methodology to characterize tumor-specific CD4^+^ T cell effector programs. Targeting these programs should help improve immunotherapy strategies.

## In Brief

CD4^+^ T cells contribute to immune responses to tumors, but their functional diversity has hampered their utilization in clinical settings. Magen et al. use single-cell RNA sequencing to dissect the heterogeneity of CD4^+^ T cell responses to tumor antigens and reveal molecular divergences between anti-tumor and anti-viral responses.

## INTRODUCTION

Immune responses have the potential to restrain cancer development, and most immunotherapy strategies aim to reinvigorate T cell function to unleash effective anti-tumor immune responses (Borst et al., 2018; Gajewski et al., 2013; Ribas and Wolchok, 2018; Rosenberg and Restifo, 2015; Wei et al., 2017). Cytotoxic CD8^+^ T lymphocytes are being exploited in clinical settings because of their ability to recognize tumor neo-antigens and kill cancer cells (Ott et al., 2017; Rosenberg and Restifo, 2015). However, effective anti-tumor immunity relies on a complex interplay between diverse lymphocyte subsets that remain poorly characterized. CD4^+^ T helper cells, which are essential for effective immune responses and control the balance between inflammation and immunosuppression (Bluestone et al., 2009; Borst et al., 2018; Sakaguchi et al., 2008; Zhu et al., 2010), have recently emerged as potential therapeutic targets (Aarntzen et al., 2013; Borst et al., 2018; Hunder et al., 2008; Malandro et al., 2016; Mumberg et al., 1999; Ott et al., 2017; Tran et al., 2014; Wei et al., 2017). CD4^+^ helper cells contribute to the priming of CD8^+^ T cells and to B cell functions in lymphoid organs (Ahrends et al., 2017; Borst et al., 2018; Crotty, 2015). CD4^+^ T helper type 1 (Th1) cells secrete the cytokine interferon (IFN)-γ and affect tumor growth by targeting the tumor microenvironment (TME), antigen presentation through major histocompatibility complex (MHC) class I and MHC class II, and other immune cells (Alspach et al., 2019; Beatty and Paterson, 2001; Bos and Sherman, 2010; Kammertoens et al., 2017; Qin and Blankenstein, 2000; Tian et al., 2017). Conversely, T helper type 2 (Th2) cells can promote tumor progression, whereas regulatory T (Treg) cells mediate immune tolerance, suppressing the function of other immune cells and thus preventing ongoing anti-tumor immunity (Chao and Savage, 2018; DeNardo et al., 2009; Tanaka and Sakaguchi, 2017).

Despite the anti-tumor potential of CD4^+^ T cells, disentangling their functional diversity has been the limiting factor for pre-clinical and clinical progress. Although several studies have assessed the transcriptome of Treg cells or their tumor reactivity (Ahmadzadeh et al., 2019; Chao and Savage, 2018; De Simone et al., 2016; Malchow et al., 2013; Plitas et al., 2016; Zhang et al., 2018; Zheng et al., 2017a), the functional diversity of conventional (non-Treg) tumor-infiltrating lymphocytes (TILs) has remained poorly understood. Population studies have limited power at identifying new, and especially rare, functional cell states. Conventional single-cell approaches (e.g., flow or mass cytometry) overcome this obstacle but are necessarily restricted to hypothesis-based targets because of the number of parameters they can analyze. Furthermore, most previous studies, whether of human or experimental tumors, did not distinguish tumor antigen-specific from bystander CD4^+^ T cells, even though bystanders may form most conventional (non-Treg) T cells in the TME (Ahmadzadeh et al., 2019; Azizi et al., 2018; Duhen et al., 2018; Sade-Feldman et al., 2018; Simoni et al., 2018; Zhang et al., 2018; Zheng et al., 2017a) and in draining lymphoid organs where immune responses are typically initiated.

To address these challenges, we applied the resolution of single-cell RNA sequencing (scRNA-seq) to a tractable experimental system assessing tumor-specific responses both in the tumor and in the lymphoid organs, and we designed computational analyses to identify transcriptomic similarities. Our analyses dissect the complexity of the CD4^+^ T cell response to tumor antigens and identify broad transcriptomic divergences between anti-tumor and both acute and chronic anti-viral responses. Emphasizing the power of this approach, transcriptomic patterns identified in the present study are also found in CD4^+^ T cells infiltrating human tumors and correlate with response to checkpoint therapy in human melanoma.

## RESULTS

### Tracking Tumor-Specific CD4^+^ T Cells

We set up a tractable experimental system to study tumor antigen-specific CD4^+^ T cells. We retrovirally expressed the lymphocytic choriomeningitis virus (LCMV) glycoprotein (GP) in colon adenocarcinoma MC38 cells, using a vector expressing mouse Thy1.1 as a reporter (Figure S1A). Subcutaneous injection of the resulting MC38-GP cells produced tumors, allowing analysis of immune responses by day 15 after injection. We tracked GP-specific CD4^+^ T cells through their binding of tetramerized I-A^b^ MHC class II molecules associated with the GP-derived GP66 peptide (Matloubian et al., 1994). Such CD4^+^ cells were found in the tumor and draining lymph node (dLN) of MC38-GP tumor-bearing mice but in neither non-draining LN (nLN) from MC38-GP mice nor mice carrying control MC38 tumors (Figure S1B). TILs and dLN also included small numbers of CD8^+^ T cells specific for the GP-derived GP33 peptide complexed with H-2D^b^ MHC class I molecules (Figure S1C). As expected, these cells expressed the transcription factor T-bet (Figure S1D).

To study the CD4^+^ T cell response to tumor antigens, we aimed to produce genome-wide single-cell mRNA expression profiles (scRNA-seq) in CD4^+^ TILs and CD4^+^ dLN cells. We sorted GP66-specific T cells from dLN cells, because these were the only dLN CD4^+^ T cells for which tumor specificity could be ascertained. Among TILs, we noted that ~87% of GP66-specific CD4^+^ T cells expressed programmed cell death 1 (PD-1), encoded by *Pdcd1* and a marker of antigenic stimulation (Agata et al., 1996), suggesting that it could serve as an indicator of tumor specificity (Figure S1E). Alternatively, we considered using CD39 to this end, because CD39 marks CD8^+^ TILs specific to tumor antigens (Duhen et al., 2018; Simoni et al., 2018). However, whereas CD39 expression was detected on most Foxp3^+^ (Treg) GP66-specific TILs, it was low or undetectable on their *Foxp3*^−^counterparts, most of which were PD-1^hi^ (Figure S1F); this is consistent with previous reports that CD39 is preferentially expressed in Treg cells among CD4^+^ T cells (Bono et al., 2015). Thus, to obtain a broad representation of antigen-specific TILs, not limited to GP-specific cells, we used PD-1 expression as a surrogate for tumor antigen specificity and purified tumor CD4^+^CD44^hi^PD-1^+^ T cells (PD-1^hi^ TIL) for scRNA-seq. We verified critical conclusions of the scRNA-seq analyses by flow cytometry, comparing GP66-specific and PD-1^hi^ TILs.

### Tumor-Responsive CD4^+^ T Cells Are Highly Diverse

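The scRNA-seq data comprised 7 libraries of sorted CD4+ T cells. The TIL libraries (2 replicates) held CD44hi PD-1+ cells of MC38-GP tumors, sorted without tetramer, and the dLN libraries (2 replicates) held cells of the tumor-draining lymph nodes that bound the GP66 tetramer. MC38-GP is a mouse colon adenocarcinoma line that expresses the LCMV glycoprotein, and the GP66 tetramer marks T cells specific for a peptide of it. Cells of 10 tumor-bearing mice, taken 14 days after tumor injection, were combined in each of these libraries. The Arm libraries (2 replicates) held GP66 tetramer-sorted spleen cells and the Arm IL7R- library (1 replicate) held CD44hi IL7R- spleen cells sorted without tetramer, each from 1 mouse 7 days after infection. The authors aligned the reads to mm10 and deposited, for every gene and every barcode taken as a cell, the count of unique molecular identifiers (UMIs), which stand for distinct mRNA molecules. These counts carried no normalization and no cell filter of the study.
The cells used held 2041247 and 2957062 UMIs in dLN replicates 1 and 2, 2252579 and 2252943 in TIL, 13364924 and 9547436 in Arm, and 9091850 in Arm IL7R-. The median cell had 3220 and 2927.5 UMIs in dLN, 2425 and 1688 in TIL, 5599.5 and 3305 in Arm, and 5591 in Arm IL7R-. Because cells of 1 library are not independent replicates, UMIs were summed over the cells of a library, or over the cells of 1 class in a library. The sums were scaled by edgeR's TMM method to normalized UMIs at a common library size (CPM) and compared by edgeR's quasi-likelihood test over 10682 genes between tissues and 8588 genes between classes. The p of that test after Benjamini-Hochberg adjustment over all genes tested is given as the edgeR adjusted p, and 0.05 was its threshold.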

We captured GP66-specific dLN and PD-1^hi^ TIL CD4^+^ cells using the 10x Chromium scRNA-seq technology (Zheng et al., 2017b); in addition, we captured GP66-specific spleen CD4^+^ T cells from LCMV (Armstrong [Arm] strain)-infected mice (Matloubian et al., 1994) as a technical and biological reference (Figure S1G, called Arm cells here). 

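The matrices held 9804 barcodes, of which 9692 had at least 500 detected genes. Cells with over 10% of their UMIs on the 13 mitochondrial genes were left out, as were cells above the 98th quantile of detected genes or of UMIs in their library. This left 9335 cells, and in each of the 7 libraries the number equalled the one listed in Table S1. No other doublet caller was run. Cells with UMIs of at least 2 of the B cell markers Cd79a, Cd79b, Ms4a1 and Ebf1, or of at least 2 of the myeloid markers Lyz2, Cd68, Csf1r and Adgre1, were then removed, so that 9304 cells were used. In the first replicate these were 565 dLN, 725 TIL and 2160 Arm cells. A mitochondrial limit of 5% changed the number of cells most, to 8527.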

After excluding cells of low sequencing quality (low number of detected genes), potential doublets, and B cell contaminants, we performed a first series of analyses on 566 dLN, 730 TIL, and 2,163 Arm CD4^+^ T cells (Table S1).

We defined groups of cells sharing similar transcriptomic profiles using Phenograph clustering (Levine et al., 2015). 

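Each library was clustered on its own. Principal components of its variable genes gave a graph of nearest neighbors, weighted by the neighbors that cells share, and Louvain community detection divided the graph. The number of neighbors was the study's, with 64 and 51 in Arm replicates 1 and 2, 29 and 22 in TIL, and 22 and 27 in dLN. Clusters were named from marker genes, and the single genes tested between classes, apart from Il7r, were kept out of both clustering and naming. The rebuilt classes can therefore hold other cells than the study's clusters and are called Tfh-like, Th1-like and so on. Arm Tfh-like cells made up 23.0% of replicate 1 (497 of 2160 cells, 95% exact binomial interval 21.2 to 24.8) and 16.9% of replicate 2 (432 of 2560, interval 15.4 to 18.4). Arm Th1-like cells made up 8.01% (173 cells, interval 6.90 to 9.23) and 18.3% (468 cells, interval 16.8 to 19.8). The shares of replicate 2 depended on the clustering. They were 37.6% Tfh-like and 35.4% Th1-like cells with the number of neighbors halved; with it doubled 40.9% were Tfh-like and no cluster was named Th1-like. Clusters with 36.2% and 53.4% of the cells stayed unnamed, because no marker score reached its minimum or because the CD8 T cell markers scored highest.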

Consistent with previous studies (Ciucci et al., 2019), Arm cells segregated into T follicular helper cells (Tfh cells, providing help to B cells) and Th1 cells, among other subsets (Figure S2A). 

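In Arm, Tcf7 (chromosome 11, 52252371 to 52283014 of GRCm38) had 557 ± 48.3 CPM (SD, n = 2 libraries) in Tfh-like cells and 113 ± 50.3 in Th1-like cells. This was a log2 fold change of 2.28 (standard error 0.58, edgeR adjusted p = 0.0168). Bcl6 had 14.6 CPM in Tfh-like and 1.57 in Th1-like cells, where it rested on 4 UMIs, a log2 fold change of 3.01 (standard error 0.68, edgeR adjusted p = 0.00814). Tbx21 was lower in Tfh-like cells, with 17.1 against 48.5 CPM and a log2 fold change of -1.54 (standard error 0.42, edgeR adjusted p = 0.0260). For Ifng the log2 fold change was -1.42 (standard error 0.54), which did not pass the threshold (edgeR adjusted p = 0.131) but did with the replicate as a block (edgeR adjusted p = 1.08e-04). Both classes came from the same libraries, and only the fit with the block used that pairing. Each of the 4 genes changed in the same direction in both replicates. Past the threshold were 3 of them, and 4 when adjusted over the list alone. By edgeR, 0 of the 4 genes passed with a single Arm library (2 at an unadjusted p under 0.05 without Arm replicate 1, 4 without Arm replicate 2), while with DESeq2, run on all libraries, 3 passed. Without Arm replicate 1 the edgeR adjusted p was 0.384 for Tcf7, 0.153 for Bcl6 and 0.546 for Tbx21, and without Arm replicate 2 it was 0.0569, 0.259 and 0.206. With the number of neighbors in the clustering doubled, Arm replicate 2 had no Th1-like class, and with the 1 library left 1 gene was past the threshold, with an edgeR adjusted p of 0.184 for Bcl6 and 0.226 for Tbx21. With the tested genes kept among the clustering features, Tbx21 was not past the threshold either (edgeR adjusted p = 0.0665). Cxcr5 and Cxcr6 were among the markers that named the classes and were not tested.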

Tfh cells expressed *Tcf7* (encoding the transcription factor Tcf1), *Cxcr5*, and *Bcl6*, whereas Th1 cells expressed *Tbx21* (encoding the transcription factor T-bet), *Ifng* (IFNγ), and *Cxcr6*. Low-resolution clustering identified 5 groups of TILs and dLN cells (Figure S2B). 

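TIL Th1-like cells stand here for the first group of TILs, and TIL Isc-like cells for the second without its cluster of higher Il7r, so the groups compared are not those of the paper. Tbx21 (chromosome 11, 97098071 to 97115331) had 34.2 ± 3.56 CPM (SD, n = 2) in Th1-like cells (32 UMIs) and 40.5 ± 16.0 in Isc-like cells (27 UMIs). Its log2 fold change of -0.26 was smaller than its standard error of 0.55 (edgeR adjusted p = 0.825), and it was 0.11 without TIL replicate 2. Ifng (chromosome 10, 118441046 to 118445892) had 1634 ± 866 CPM in Th1-like cells and 149.5 ± 73.5 in Isc-like cells, a log2 fold change of 3.44 (standard error 0.60, edgeR adjusted p = 8.22e-04), and the call was lost without TIL replicate 2 (edgeR adjusted p = 0.107). Cxcr3 was lower in Th1-like cells by a log2 fold change of -1.56 (standard error 0.25, edgeR adjusted p = 3.94e-04). That call was lost without TIL replicate 1 (edgeR adjusted p = 0.0734) and when the number of neighbors was halved or doubled (0.0541 and 0.0895). For Irf7 (chromosome 7, 141262706 to 141266481) the levels were 189 ± 95.4 and 991 ± 298 CPM, a log2 fold change of -2.42 (standard error 0.49, edgeR adjusted p = 0.00275). With the number of neighbors doubled, Irf7 was not past the threshold (edgeR adjusted p = 0.116). The Isc-like class was named by other genes induced by type I IFN, so its higher Irf7 is set in part by the naming.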

Group I had features of Th1 cells, whereas group II differed by lower expression of *Tbx21* and *Ifng* and expressed the chemokine receptor *Cxcr3* and the transcription factor *Irf7*. Group III expressed genes typical of Treg cells, including *Foxp3* and *Il2ra*, encoding CD25 (IL-2Rα). Group IV expressed *Ccr7*, which preferentially marks memory cell precursors at the early phase of the immune response (Ciucci et al., 2019; Pepper and Jenkins, 2011), whereas group V expressed Tfh cell genes, including *Bcl6* and *Cxcr5*.

To further dissect these populations, we developed a userindependent, data-driven approach to increase clustering resolution while controlling for false discovery. Applying such high-resolution clustering separately to TILs and dLN cells, we identified 15 clusters (TIL clusters t1–7 and dLN clusters n1–8), refining the original five main groups (Figure 1A). 

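Clustering gave 6 clusters of TILs and 7 of dLN cells in replicate 1, and 7 and 9 in replicate 2. In TIL replicates 1 and 2, Treg-like cells made up 24.3% (176 cells, 95% exact binomial interval 21.2 to 27.6) and 20.7% (233 cells, interval 18.4 to 23.2) of the library. Isc-like cells made up 22.1% (160 cells, interval 19.1 to 25.3) and 15.0% (168 cells, interval 12.9 to 17.2), and Th1-like cells 18.3% (133 cells, interval 15.6 to 21.4) and 9.53% (107 cells, interval 7.87 to 11.4). The sort for CD44 and PD-1 set which TILs these shares refer to. In dLN, cells of the Ccr7-like clusters made up 37.2% (210 cells, interval 33.2 to 41.3) of replicate 1 and 27.3% (184 cells, interval 24.0 to 30.8) of replicate 2. Cells of the Ccr7 CD200hi-like cluster made up 16.1% (91 cells, interval 13.2 to 19.4) and 11.4% (77 cells, interval 9.12 to 14.1). Tfh-like cells made up 27.1% (153 cells, interval 23.5 to 30.9) and 31.3% (211 cells, interval 27.8 to 35.0).
These shares depended on the clustering and the naming. In TIL replicate 2, with the number of neighbors halved and doubled, Isc-like cells made up 20.0% and 23.2%, and Th1-like cells 18.6% and 26.2%. Clusters could also stay unnamed because their leading genes held more markers of another class. With clusters named by score alone, without that rule, 42.0% of TIL replicate 2 were Isc-like. This setting was added after the values were seen. In dLN replicate 1, Ccr7-like cells made up 51.2% and 18.2% with the number of neighbors halved and doubled, and 21.9% with the tested genes kept in the clustering; for Tfh-like cells these shares were 27.8%, 33.8% and 36.1%. In dLN replicate 2, 18.1% and 21.5% of the cells were Ccr7 CD200hi-like with the number of neighbors doubled and with the tested genes kept, and in the latter setting 16.0% were Ccr7-like. Treg-like cells of TIL replicate 1 rose to 31.6% with the number of neighbors doubled.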

Revealing unexpected diversity among Th1-like TILs, groups I and II resolved into 5 subpopulations, including a distinct cluster (t5) expressing higher levels of *Il7r* (encoding IL-7Rα) and lower levels of *Tbx21* and *Ifng*. 

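A cluster named nRes-like by Il7r and other markers was found in both TIL replicates, with 19.4% (141 of 725 cells, 95% exact binomial interval 16.6 to 22.5) and 14.8% (166 of 1123 cells, interval 12.8 to 17.0) of the cells. Replicate 1 had no such cluster when the number of neighbors was halved, and with clusters named by score alone, a setting added after the values were seen, the share in replicate 2 was 27.7%. The fold change vectors of these clusters correlated at 0.286 between the replicates, below the threshold of the match rule for TIL clusters (0.331). Because Il7r helped name the class, its level there was not tested. Tbx21 had 37.5 ± 24.3 CPM (SD, n = 2) in nRes-like cells and 31.8 ± 7.75 in the other TIL classes. The log2 fold change of 0.29 (standard error 0.49, edgeR adjusted p = 0.911) lay within the replicate error, and the replicates went in opposite directions. Ifng was lower in nRes-like cells than in the mean of the other classes in both replicates, with 85.7 ± 12.9 against 612 ± 271 CPM. It was below the Th1-like (1022 and 2246 CPM in replicates 1 and 2) and Isc-like (201 and 97.6) classes. It was above the Treg-like class (37.7 and 67.9). Its log2 fold change of -1.45, which weights the other classes equally, did not pass the threshold (standard error 0.56, edgeR adjusted p = 0.355), except with the replicate as a block (edgeR adjusted p = 0.0364) and without a filter on low counts (3.63e-04).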

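Treg-like clusters were found in both tissues. In dLN they made up 8.85% of replicate 1 (50 of 565 cells, 95% exact binomial interval 6.64 to 11.5) and 6.68% of replicate 2 (45 of 674 cells, interval 4.91 to 8.83). In dLN replicate 1 the share was 3.54% (20 of 565 cells) when the number of neighbors was halved, and no Treg-like cluster was found when it was doubled. Tbx21 had 20.6 ± 3.69 CPM (SD, n = 2) in TIL Treg-like cells against 37.4 ± 14.6 in the other TIL classes, a log2 fold change of -0.84 (standard error 0.46, edgeR adjusted p = 0.474). In dLN Treg-like cells it had 11.6 ± 16.4 CPM, from 5 UMIs in all, against 3.48 ± 1.24 in the other dLN classes. For dLN the log2 fold change of 1.94 (standard error 0.99, edgeR adjusted p = 0.424) had opposite signs in the 2 replicates, so no difference in Tbx21 was detectable at this depth.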

Only cluster group III (Treg cells) included both TIL and dLN cells, which expressed variable levels of *Tbx21*. Groups IV and V, the bulk of dLN cells, resolved into 5 and 2 clusters, respectively. Consistent with these results, flow cytometric analysis showed that most dLN cells expressed low or undetectable amounts of T-bet, the product of *Tbx21*; in contrast, most TILs expressed T-bet, even if at various levels (Figures 1B and 1C).

To support these observations, we analyzed pooled TILs and dLN cells by t-Distributed Stochastic Neighbor Embedding (t-SNE), a dimensionality reduction approach that positions cells on a two-dimensional grid based on transcriptomic similarity (van der Maaten and Hinton, 2008). 

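The overlap of tissues was measured without a projection. TIL and dLN cells of 1 replicate were brought to equal numbers and pooled, and for each cell the share of its 15 nearest neighbors that came from its own library was taken in the principal components. Full mixing would give 50%. Of the neighbors of TILs, 96.9% in replicate 1 and 97.6% in replicate 2 were TILs (mean 97.3 ± 0.493, SD). Of the neighbors of dLN cells, 97.0% and 98.5% were dLN cells (mean 97.8 ± 1.12). Leaving out the ribosomal, mitochondrial, cell cycle and tetramer genes of Table S3 gave means of 97.0% and 97.5%. Thinning each cell to 1500 UMIs moved the means most, to 94.9% for TILs and 96.1% for dLN cells. Thinning left out 102 and 452 cells of TIL replicates 1 and 2 with fewer UMIs, and 26 and 0 cells of dLN.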

Although performed on the pooled populations, t-SNE recapitulated the minimal overlap between TIL and dLN transcriptomic patterns (Figure 1D, left), irrespective of parameter selection (Figure S2C) and even after controlling for potential confounders (Figures S2D and S2F–S2H; STAR Methods). Cluster groups I–V segregated from each other when projected on the t-SNE plot (Figure 1D, right). Overlay of gene expression confirmed co-localization of cells expressing cluster-characteristic genes (Figure 1E).

To verify the robustness of these observations, we analyzed an additional biological replicate consisting of 1,123 TILs, 675 dLN GP66-specific cells, and 2,580 Arm cells captured from a separate set of animals (Figure S2E; Table S1). Because batch-specific effects can confound co-clustering from distinct experiments, we separately clustered cells from each replicate. To compare these clusters, we evaluated the correlation between cluster-specific fold change vectors; these vectors, defined internally to each replicate, recorded the expression of each gene in a cluster relative to all other clusters in that replicate. This strategy corrects for experiment-specific biases to allow effective comparison of cell subsets. We found significant inter-replicate matches for most clusters (Figure 1F), supporting the reproducibility of the underlying transcriptomic patterns. Thus, scRNA-seq analysis of tumor-specific CD4^+^ T cells identifies an unsuspected diversity of transcriptomic programs in the TME and dLN.

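The clusters of replicate 1 were compared with those of replicate 2 by the Pearson correlation, across genes, of their fold change vectors; genes are not independent replicates of such a correlation. By the study's rule, a cluster was matched if a correlation passed the mean plus 1.28 SD of all correlations of its tissue. Of 45 clusters 33 were matched, among them 6 of 13 TIL, 13 of 16 dLN and 14 of 16 Arm clusters, and 16 pairs were each other's best match. The thresholds were correlations of 0.331, 0.179 and 0.421, and the highest correlations were 0.695, 0.465 and 0.818, in TIL, dLN and Arm. Because the thresholds derive from the correlations themselves, the rule was also applied after the cluster labels were shuffled among the cells of each library, 100 times. A median of 28 clusters (19 to 35) then passed the thresholds of the shuffled data. A median of 14 pairs were each other's best match, so the count of 16 such pairs says little by itself. No shuffled cluster passed the thresholds of the real data, and the highest shuffled correlation was 0.105. Halving the number of neighbors changed the count most, to 46 of 61 clusters. From matches for most clusters the paper draws support for the reproducibility of the transcriptomic patterns.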

### Correlation Analyses Mitigate Tissue-Context-Specific Factors

Comparison of TILs, dLN cells, and Arm cells showed little overlap, including between TILs and dLN cells (Figure S3A, left). Thus, we considered that the impact of tissue of origin could be the primary driver of clustering and mask commonalities in effector programs. Indeed, most TIL subpopulations had attributes of tissue residency, including low *S1pr1* and *Klf2* expression and high *Cd69* expression, contrasting with Arm and most tumor dLN clusters (Figure 2) (Mackay and Kallies, 2017). 

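With TIL, dLN and Arm cells pooled in equal numbers, full mixing would give 33.3% of neighbors from the own library. The shares were 96.2% and 95.9% for TILs of replicates 1 and 2, 95.4% and 97.4% for dLN cells, and 99.4% and 97.3% for Arm cells.
Between summed libraries, 875 genes passed the threshold in TIL against dLN (560 higher and 315 lower in TIL), 1054 in TIL against Arm (733 and 321) and 847 in dLN against Arm (539 higher and 308 lower in dLN). Testing every gene with at least 1 UMI, without a filter on low counts, changed these most among the other settings of the whole data, to 1314, 1654 and 1396. Single libraries moved the counts further. TIL against dLN gave 366 genes without TIL replicate 1, 225 without TIL replicate 2 and 574 without dLN replicate 2. TIL against Arm gave 304 without TIL replicate 1, 255 without TIL replicate 2, 304 without Arm replicate 1 and 449 without Arm replicate 2, but 1767 without dLN replicate 1 and 1841 without dLN replicate 2. For dLN against Arm the counts were 267 without dLN replicate 1, 309 without Arm replicate 1, 248 without Arm replicate 2, 481 without TIL replicate 1 and 479 without TIL replicate 2.
Among genes of at least 50 CPM that moved the same way in both replicates, the largest log2 fold changes above 0 in TIL against Arm were those of Gm4951 (8.78), Penk (8.64), Ccl1 (8.26), Ifit3b (7.86) and Ifit3 (7.84). The size and order of such folds are uncertain where the lower group had few UMIs. Arm had 4 of Gm4951 and 6 of Penk, all in replicate 1, dLN had 4 of Ifit3b and 5 of Ccl3, TIL had 5 of Fam43a, and Arm had 7 of Nrn1. In the same comparison Tox2 (-4.21), Cxcr5 (-4.07), Sostdc1 (-4.07) and Nsg2 (-3.05) were among the lowest. The call for Cxcr5 was lost without TIL replicate 1 (edgeR adjusted p = 0.0763) and without TIL replicate 2 (0.0641). Against dLN, Ifit3b (8.33), Ccl3 (7.74), Ifitm3 (7.52) and Ccl4 (7.43) led in TIL, next to Gm4951, which had 1 UMI in dLN and is given no fold here. Ccl3 was not past the threshold without dLN replicate 2 (edgeR adjusted p = 0.0576), and Ccl4 was not without either library of TIL (0.0523 and 0.0657) or of dLN (0.0757 and 0.0844). Fam43a (-6.90), Sostdc1 (-5.99), Tox2 (-4.58) and Ppic (-4.08) were lowest against dLN, next to Smtn with 2 UMIs in TIL. In dLN against Arm, Nrn1 (8.38), Smtn (4.76), Gpm6b (4.65) and Tiam1 (3.49) were among the highest, and Ccl5 (-6.52), Ly6c2 (-6.50), Nkg7 (-5.52) and Ccl4 (-5.29) were lowest, next to Gzma with 2 UMIs in dLN. Without dLN replicate 1 the calls of Ccl5 (edgeR adjusted p = 0.0642), Ly6c2 (0.0541), Ccl4 (0.205) and Gzma (0.163) were lost; Gzma was also lost without dLN replicate 2 (0.0894) and Ccl4 without dLN replicate 2 (0.113) or either TIL library (0.0831 and 0.0830). Reads of Ifit3 and Ifit3b, which are near-identical copies, can be exchanged in the counting, so their separate values are uncertain.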

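S1pr1 (chromosome 3, 115710433 to 115715072) had 59.0 ± 10.8 CPM (SD, n = 2) in TIL, 87.8 ± 13.4 in dLN and 141 ± 15.4 in Arm. It was lower in TIL than in Arm in both replicates (log2 fold change -1.25, standard error 0.23, edgeR adjusted p = 0.0174). That call needed all 4 libraries: the edgeR adjusted p was 0.139 without TIL replicate 1, 0.0741 without TIL replicate 2, 0.0642 without Arm replicate 1 and 0.0912 without Arm replicate 2. Against dLN the log2 fold change of S1pr1 was -0.57 (standard error 0.23, edgeR adjusted p = 0.184).
Cd69 (chromosome 6, 129267325 to 129275436) had 607 ± 164 CPM in TIL, 184 ± 53.8 in dLN and 400.2 ± 28.5 in Arm. It was higher in TIL than in dLN (log2 fold change 1.72, standard error 0.29, edgeR adjusted p = 0.0114), a call lost without TIL replicate 2 (edgeR adjusted p = 0.0927). The difference from Arm did not pass the threshold (log2 fold change 0.60, standard error 0.28, edgeR adjusted p = 0.209). Cd69 is also among the genes that the paper ties to binding of the GP66 tetramer (Table S6). Its log2 fold change in tetramer-sorted Arm over the 1 library of Arm IL7R- was 2.01. Arm and dLN cells were sorted with tetramer and TILs were not, so these differences do not separate the tissue from the sort.
For Klf2 (chromosome 8, 72319033 to 72321656) the spread between the replicates of TIL and of Arm exceeded every difference between the means of the tissues. It had 58.2 and 432 CPM in TIL replicates 1 and 2, 157 and 241 in dLN, and 35.1 and 859 in Arm. Its log2 fold change was -0.86 against Arm (standard error 1.26, edgeR adjusted p = 0.70) and 0.30 against dLN (standard error 1.26, edgeR adjusted p = 0.912). Against Arm it was 2.81 without Arm replicate 2, and against dLN it was -1.78 without TIL replicate 2 and -0.60 with the replicate as a block. Of the 6 tests of these genes 2 passed the threshold, and 2 when adjusted over the list alone. By edgeR, 0 passed without TIL replicate 2 (3 at an unadjusted p under 0.05), and 1 passed without TIL replicate 1, Arm replicate 1 or Arm replicate 2; with DESeq2, run on all libraries, 2 passed. From these genes the paper reasons that most TIL subpopulations have attributes of tissue residency.

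**Figure D1:**
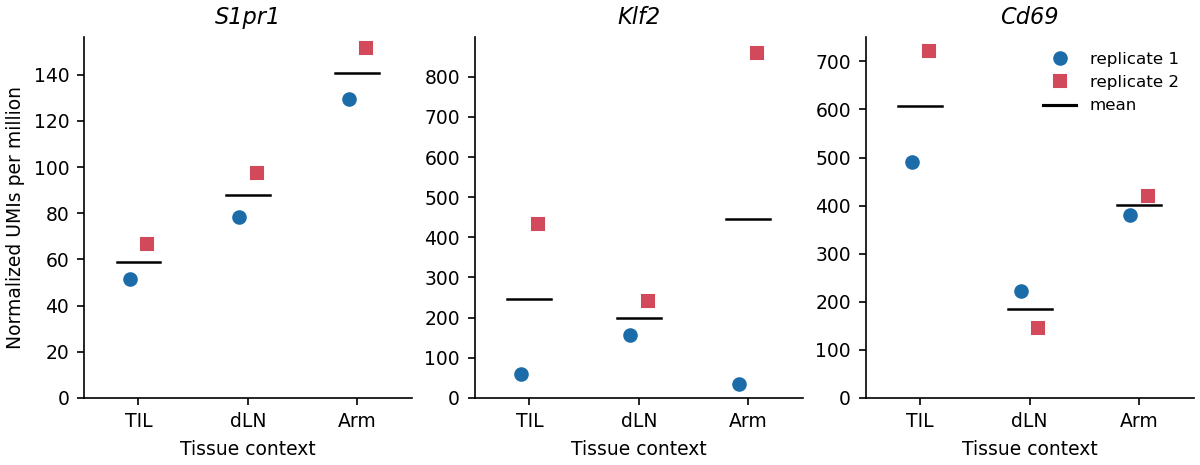
Normalized UMIs (CPM) of S1pr1, Klf2 and Cd69 in each TIL, dLN and Arm library, with the mean of both replicates as a line. Klf2 lies at 35.1 and 859 in the Arm libraries, a wider range than the difference of any means.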

Only group III Treg cells, and separately cells undergoing cell cycle, clustered together regardless of origin (Figure S3A, right). This prompted us to search for potential underlying similarities among these disparate transcriptomic patterns. 

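The measure of neighbors was taken for each class of the pooled TIL and dLN cells. Treg-like cells of TIL had 97.7% and 98.5% of their neighbors in their own library in replicates 1 and 2 (mean 98.1 ± 0.586, SD). In replicate 1 the share was lower for nRes-like (91.1%, and 84.8% at 1500 UMIs per cell) and Th1-like TILs (96.1%). Treg-like cells were thus not the TILs that mixed most with dLN cells there. In replicate 2 nRes-like and Th1-like TILs had 99.9% and 98.8%, and Treg-like cells had the lowest share of the named TIL classes. Treg-like cells of dLN had 76.7% in replicate 1 and 97.0% in replicate 2 (mean 86.9 ± 14.4), against 50% if all cells mixed fully. Mixing among Treg-like cells alone would give those of dLN less than 50%. The pools of replicates 1 and 2 held more Treg-like cells of TIL (128 and 132) than of dLN (50 and 45). At 1500 UMIs per cell the shares of dLN Treg-like cells were 63.5% and 82.7%. In both replicates the share of dLN Treg-like cells, which numbered 50 and 45, was below that of each other named dLN class (99.0% to 100% in replicate 1 and 99.7% to 99.9% in replicate 2), but it differed between the replicates by more than these classes do. With Arm cells in the pool, where full mixing would give 33.3%, cycling cells kept 99.8% and 92.2% of their neighbors in their own library in Arm replicates 1 and 2, and 98.4% in dLN replicate 2. No cycling cluster was found in TIL or in dLN replicate 1, so the share in Arm replicate 1 cannot show whether cycling cells of different tissues mix.

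**Figure D2:**
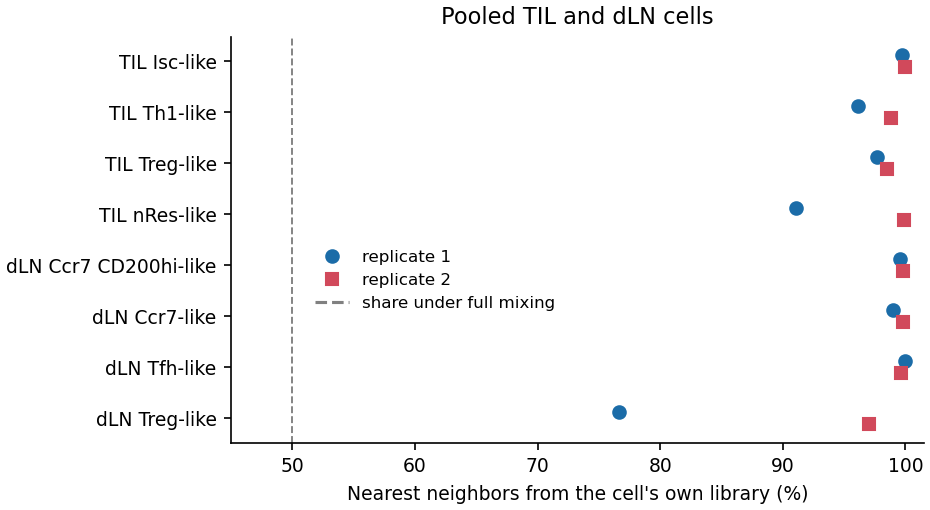
Share of the nearest neighbors that came from a cell's own library, in percent, for each class of pooled TIL and dLN cells in each replicate. The dashed line marks the share under full mixing of all cells, 50%. Treg-like cells of dLN replicate 1 have the lowest share, 76.7%.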

We found that data integration approaches designed to uncover similarities across experimental conditions could not overcome the separation resulting from biological context (Figure S3B) and could miss functionally relevant differences (e.g., between *Foxp3*^+^ and *Foxp3*^−^ TILs) (Figure S3C) (Butler et al., 2018). Thus, we considered the correlation analysis used earlier for cluster matching, where Pearson correlation coefficients quantify similarities between cluster-specific fold change vectors. This analysis distributed the 40 reproducible clusters (out of 47 from all experiments) into 6 meta-clusters (with manual curation attaching meta-cluster 1^b^ to 1^a^), of which four meta-clusters (meta-clusters 1, 3, 5, and 6) contained cells of more than one tissue context (Figure 3A; Table S1). Thus, the correlation analysis established relatedness among transcriptomic patterns identified by conventional clustering.

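Correlations between tissues were taken between the fold change vectors of named classes, each class against the other cells of its library, in the 4 pairings of replicates. As a scale, the same class in the other replicate of its tissue gave correlations of 0.286 to 0.853 (median 0.597, 11 pairs), and different classes of different tissues gave -0.389 to 0.336 (median -0.0193, 175 pairs). TIL Treg-like with dLN Treg-like cells gave a median of 0.261 (0.210 to 0.361). For TIL Treg-like cells, this was the highest of their correlations with the dLN and Arm classes. For dLN Treg-like cells, Arm Th1-like cells came close to it, with a median of 0.251 (0.242 to 0.302). Rank correlation moved the median of TIL and dLN Treg-like cells most, to 0.165. When the number of neighbors was doubled, dLN replicate 1 had no Treg-like class, and the 2 pairings left gave a median of 0.329; the same pairings had 0.277 and 0.361 with the study's number. Cycling cells of dLN and Arm gave 0.767 to 0.817 in 2 pairings.

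**Figure D3:**
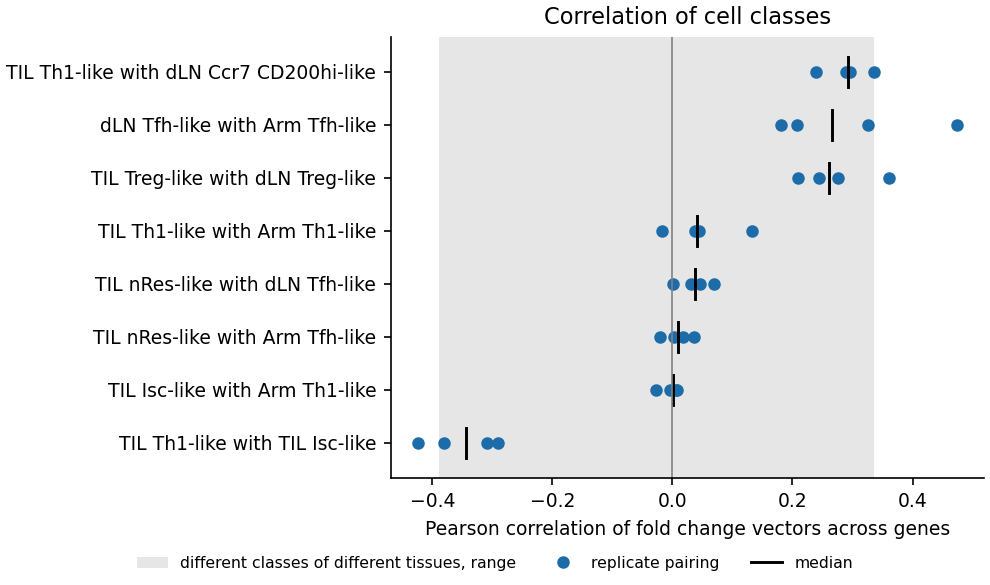
Pearson correlation, across genes, of the fold change vectors of the named pairs of classes in each of the 4 pairings of replicates, with the median as a line. The shaded range, -0.389 to 0.336, is that of different classes of different tissues; the pair of TIL Th1-like and dLN Ccr7 CD200hi-like cells is part of that range and sets its upper end.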

### Characterizing Transcriptomic Similarities

We further characterized the meta-clusters by identifying their defining overexpressed genes. In addition to *Foxp3* and *Il2ra*, genes driving meta-cluster 3 (Treg cell group III) included *Ikzf2*, *Tnfrsf4*, encoding Ox40, and *Icos*, the latter of which we verified by flow cytometry (Figures 2, 3A, S3D, and S3F). In contrast, *Gzmb* (encoding the cytotoxic molecule granzyme B) and *Lag3* were overexpressed in TIL Treg cells relative to dLN Treg cells (and to *Foxp3*^−^ TIL subsets) (Figures S3D–S3F). Thus, the similarity analysis both confirmed the shared Treg circuitry across TILs and dLN and identified TIL-specific *Gzmb* cytotoxic gene expression in TIL Treg cells.

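Foxp3, Il2ra and Ikzf2 were among the markers that named the Treg-like classes, so their levels were not tested. Icos (chromosome 1, 60977927 to 61000320), which was kept out of naming, had 851 ± 96.2 CPM (SD, n = 2) in TIL Treg-like cells and 426 ± 45.7 in the other TIL classes. Its increase was a log2 fold change of 1.08 (standard error 0.18, edgeR adjusted p = 0.00101), and 0.88 without TIL replicate 2, where the call was lost (edgeR adjusted p = 0.146). In dLN it was 1.30 (standard error 0.18, edgeR adjusted p = 1.50e-04), and without dLN replicate 2 it was 1.05 and not past the threshold (edgeR adjusted p = 0.0533). Tnfrsf4 (chromosome 4, 156013843 to 156016612) was also higher in Treg-like cells of both tissues and both replicates. In TIL its log2 fold change was 1.25 (standard error 0.34, edgeR adjusted p = 0.0477). This call was lost without TIL replicate 1 (edgeR adjusted p = 0.460), TIL replicate 2 (0.317), Arm replicate 1 (0.0687) or Arm replicate 2 (0.0584). It was also lost with DESeq2 (adjusted p = 0.0674), with the number of neighbors halved (edgeR adjusted p = 0.174) and with the tested genes kept in the clustering (0.145). In dLN the log2 fold change was 1.28 (standard error 0.34, edgeR adjusted p = 0.0593), and it passed the threshold with the replicate as a block (edgeR adjusted p = 1.95e-09), with DESeq2 (adjusted p = 0.0455) and without a filter on low counts (edgeR adjusted p = 2.71e-08). The difference between the tissues was not past the threshold for Icos (interaction, log2 -0.22, standard error 0.26) or Tnfrsf4 (log2 -0.03, standard error 0.51).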

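Gzmb (chromosome 14, 56258838 to 56262260) had 1697 ± 831 CPM (SD, n = 2) in TIL Treg-like cells and 188 ± 56.1 in dLN Treg-like cells. TIL exceeded dLN by a log2 fold change of 3.19 (standard error 0.69, edgeR adjusted p = 0.0189), and it was above 0 in both replicates. The call was lost without dLN replicate 1 (edgeR adjusted p = 0.245), dLN replicate 2 (0.144) or TIL replicate 2 (0.0910), and with the number of neighbors doubled (0.313), where dLN replicate 1 had no Treg-like class. Against the other TIL classes, with 495 ± 306 CPM, the log2 fold change was 2.29 (standard error 0.46, edgeR adjusted p = 0.00542), not past the threshold without TIL replicate 1 (edgeR adjusted p = 0.116), with the number of neighbors doubled (0.0731) or with DESeq2 (adjusted p = 0.0924).
A Gzmb UMI was found in 48.3% (95% exact binomial interval 40.7 to 55.9) and 69.5% (63.2 to 75.4) of TIL Treg-like cells and in 20.0% (10.0 to 33.7) and 24.4% (12.9 to 39.5) of dLN Treg-like cells. Tfh-like cells of dLN, which should lack the gene, had one in 0.654% (0.0165 to 3.59) and 2.37% (0.774 to 5.44). Their median depth was 2805 and 2772 UMIs, against 3845.5 and 2909 in dLN Treg-like and 2704 and 1840 in TIL Treg-like cells. At 1500 UMIs per cell the shares were 42.3% and 62.9% in TIL Treg-like and 17.0% and 11.1% in dLN Treg-like cells.
Lag3 (chromosome 6, 124904361 to 124911705) had 378 ± 0.802 CPM in TIL Treg-like and 133 ± 96.8 in dLN Treg-like cells (log2 fold change 1.56, standard error 0.53). The difference did not pass the threshold (edgeR adjusted p = 0.148), but did with the replicate as a block (edgeR adjusted p = 0.0152) and without a filter on low counts (3.22e-05). Against the other TIL classes, weighted equally on the log scale, Lag3 was higher by a log2 fold change of 1.53 (standard error 0.38, edgeR adjusted p = 0.0259). It was above the Isc-like (23.4 and 70.1 CPM in replicates 1 and 2) and nRes-like (64.3 and 58.3) classes and below the Th1-like class (513 and 1067). This call was lost without TIL replicate 1 (edgeR adjusted p = 0.510), TIL replicate 2 (0.0866), with the number of neighbors halved (0.171) and with the tested genes kept in the clustering (0.106). Over the 8 tests of Icos, Tnfrsf4, Gzmb and Lag3, 6 passed the threshold and 8 when adjusted over the list alone; 3 passed without TIL replicate 1 and 2 without TIL replicate 2.

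**Figure D4:**
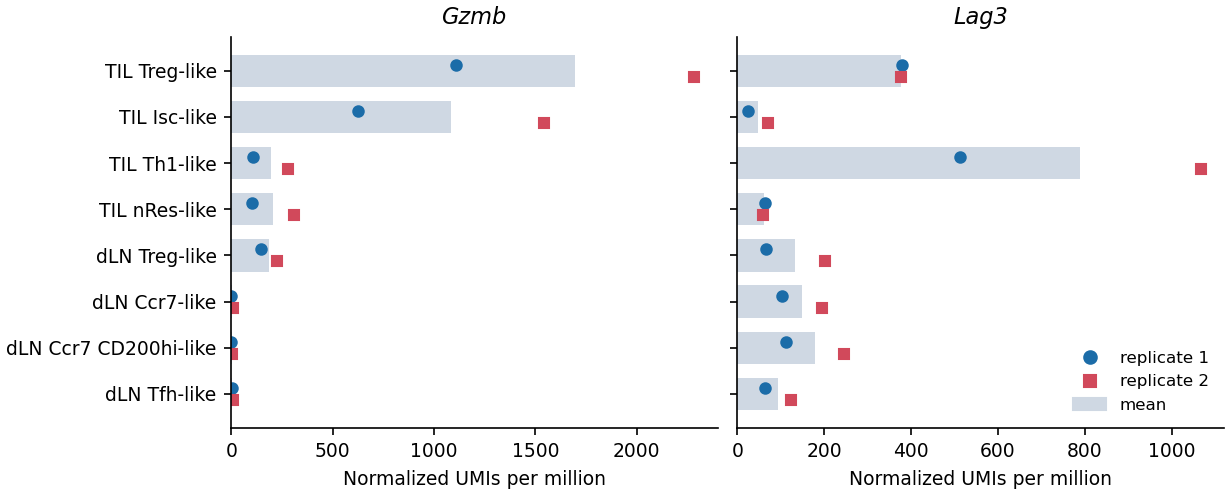
Normalized UMIs (CPM) of Gzmb and Lag3 in each class of TIL and dLN cells, with 1 point per replicate and the mean as a bar. Gzmb is highest in TIL Treg-like cells, with a mean of 1697, and Lag3 in TIL Th1-like cells, with a mean of 789.6.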

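The fold change vectors of TIL Th1-like and Arm Th1-like cells had a median correlation of 0.0406 over the 4 pairings of replicates (-0.0179 to 0.132). For TIL Isc-like and Arm Th1-like cells the median was 9.88e-04 (-0.0277 to 0.00777). The first median lay inside the range of different classes of different tissues. The pair of TIL Isc-like and Arm Th1-like cells is itself part of that range, so its place inside it was certain. TIL Th1-like cells had a higher median correlation with Arm Tfh-like (0.0889) than with Arm Th1-like cells. Within TIL, Th1-like and Isc-like cells had a median of -0.344 (-0.424 to -0.290); vectors taken within 1 library are partly opposed by construction. The sign of the median for Isc-like cells depended on the clustering, with -0.0397 when the tested genes were kept as clustering features and 0.0343 when the number of neighbors was halved.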

Contrasting with the Treg clusters, the correlation analysis failed to detect similarities among three other groups characterized by heterogeneous *Tbx21* levels and distributed into meta-clusters 2 (TIL group II t3–4), 4 (Arm cells), and 6 (TIL group I t1–2) (Figure 3A). 

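TIL Th1-like and TIL Isc-like cells were each compared with Arm Th1-like cells. Past the threshold were 783 genes for TIL Th1-like cells and 1459 for TIL Isc-like cells. The first count was 352 and 498 without TIL replicates 1 and 2, and 368 and 350 without Arm replicates 1 and 2. The second was 767 and 808, and 767 and 718, and with the number of neighbors doubled, where Arm replicate 2 had no Th1-like class and 1 library of that class was left, the counts were 285 and 681. The same limit holds for every comparison with Arm Th1-like cells under that setting.
Il12rb1 (chromosome 8, 70808449 to 70821424) had 14.7 ± 9.54 CPM (SD, n = 2) in TIL Th1-like, 34.6 ± 15.8 in TIL Isc-like and 29.5 ± 10.2 in Arm Th1-like cells. Its log2 fold change was -1.14 in TIL Th1-like cells (standard error 0.48, edgeR adjusted p = 0.162) and 0.26 in TIL Isc-like cells (standard error 0.43, edgeR adjusted p = 0.739); the second was -0.06 without Arm replicate 2 and -0.29 without TIL replicate 2. Il12rb2 had 40.4, 46.3 and 46.0 CPM in the same classes. Its log2 fold changes of -0.18 and 0.01 were both smaller than their standard errors of 0.41 and 0.42. They changed sign in some settings, to 0.07 in Th1-like cells with the number of neighbors halved, and in Isc-like cells to -0.11 without a filter on low counts, -0.23 with the tested genes kept in the clustering, and -0.08 without TIL replicate 2.
Il7r (chromosome 15, 9505788 to 9530176), which helped name the nRes-like class, was higher in TIL Th1-like cells than in Arm Th1-like cells (log2 fold change 2.53, standard error 0.56, edgeR adjusted p = 0.00558), not past the threshold without TIL replicate 2 (edgeR adjusted p = 0.103) or with the number of neighbors doubled (0.204). In TIL Isc-like cells its log2 fold change was 3.27 (standard error 0.56, edgeR adjusted p = 3.32e-04), and 0.0588 was the edgeR adjusted p with the number of neighbors doubled. Il10ra was higher by a log2 fold change of 2.32 in TIL Th1-like cells (standard error 0.50, edgeR adjusted p = 0.00467). This was not past the threshold without TIL replicate 1 (edgeR adjusted p = 0.0547) or Arm replicate 2 (0.109). In TIL Isc-like cells it was 3.45 (standard error 0.47, edgeR adjusted p = 3.06e-05), from 57 UMIs there and 18 in Arm Th1-like cells.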

The two TIL meta-clusters showed multiple differences relative to Arm-responsive Th1 cells, including higher expression of *Il12rb*, *Il7r*, and *Il10ra* and distinct patterns of transcription factor, chemokine, and chemokine receptor expression (Figure 2). 

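Lag3 was higher in TIL Th1-like than in TIL Isc-like cells (log2 fold change 4.07, standard error 0.56, edgeR adjusted p = 1.23e-04) and than in Arm Th1-like cells, with 59.1 ± 16.8 CPM (log2 fold change 3.75, standard error 0.50, edgeR adjusted p = 5.93e-05). Klrc1 (chromosome 6, 129666015 to 129678973) had 526 ± 25.6 CPM (SD, n = 2) in TIL Th1-like, 16.5 ± 2.61 in TIL Isc-like and 202 ± 6.23 in Arm Th1-like cells. It was higher in TIL Th1-like cells by log2 fold changes of 4.99 against TIL Isc-like (standard error 0.52, edgeR adjusted p = 5.55e-05) and 1.38 against Arm Th1-like cells (standard error 0.36, edgeR adjusted p = 0.0188). The second call was lost without TIL replicate 1 (edgeR adjusted p = 0.0603), TIL replicate 2 (0.0607), Arm replicate 1 (0.0851) or Arm replicate 2 (0.111), and with the number of neighbors halved (0.0708) or doubled (0.427, with 1 Arm Th1-like library). Klrc2, with 133 ± 15.3 CPM in TIL Th1-like cells, is a near-identical copy of Klrc1, and its values are uncertain where reads could be exchanged. Its log2 fold changes were 3.88 (standard error 0.63, edgeR adjusted p = 5.99e-04; 0.0662 without TIL replicate 1) and 0.99 (standard error 0.40, edgeR adjusted p = 0.144, and 0.0417 with the replicate as a block).
Klrd1 had 691.5 ± 89.8, 171 ± 72.7 and 136 ± 36.4 CPM in the same classes. Against TIL Isc-like cells its log2 fold change was 2.01 (standard error 0.59, edgeR adjusted p = 0.0319), which was lost without either TIL replicate (edgeR adjusted p = 0.359 and 0.166), with the number of neighbors halved (0.13) or doubled (0.270), and with DESeq2 (adjusted p = 0.12). Against Arm Th1-like cells it was 2.33 (standard error 0.57, edgeR adjusted p = 0.0124), which was lost without TIL replicate 1 (0.0580), TIL replicate 2 (0.0720) or Arm replicate 1 (0.0643), and with the number of neighbors halved (0.102) or doubled (0.13, with 1 Arm Th1-like library). For Klrk1 the log2 fold change was 2.12 against TIL Isc-like cells (standard error 0.68, edgeR adjusted p = 0.0508). It passed with the replicate as a block (edgeR adjusted p = 9.74e-06), without a filter on low counts (4.69e-07) and without Arm replicate 1 (0.00740) or 2 (0.00779). Against Arm Th1-like cells it was 2.93 (standard error 0.63, edgeR adjusted p = 0.00575), not past the threshold without TIL replicate 1 (edgeR adjusted p = 0.0539) or with the number of neighbors halved (0.157). Each of these genes was higher in TIL Th1-like cells in both replicates of both comparisons.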

TIL group I t1–2 clusters (Th1 hereafter) specifically expressed *Lag3* and killer cell lectin (Klr) genes (Figures 3B, right, 3C, and S3G), characteristic of terminally differentiated effector cells (Joshi and Kaech, 2008), and differed from Arm Th1 by the expression of multiple activation molecules (Figure S3H). Accordingly, flow cytometry verified expression of CD94 and NKG2A (encoded by Klrd1 and *Klrc1*, respectively) in a subset of GP66-specific TILs, whereas no expression was detected among GP66-specific Arm or dLN cells (Figure 3D, top). TIL group II t3–4 cells differed from the other T-bet-expressing cells by high expression of multiple type I IFN-induced genes, including transcription factors *Irf7* and *Irf9* (Figures 3B, left, 3C, and S3G). Accordingly, we designated group II t3–4 as IFN-stimulated cell (Isc) clusters. 

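TIL Th1-like cells were compared with TIL Isc-like cells for 20 genes, of which 19 had enough UMIs to be tested. Past the threshold were 16 (6 higher and 10 lower in Th1-like cells), and 17 when adjusted over the list alone; 9 passed with the number of neighbors doubled, the largest change among the alternatives. Among the lower genes were Cxcr3, Irf7, Irf9, Stat2, Ifit2, Ifit3b, Ifit1bl1, Ifi204 and Isg20, with log2 fold changes of -1.56 to -4.84. The Isc-like class was named by genes induced by type I IFN, such as Isg15, Ifit1 and Ifit3, of which Ifit3b is a near-identical copy. Higher levels of other such genes in this class are therefore set in part by its naming and are not independent evidence. Irf9 (chromosome 14, 55603571 to 55610030) had 95.4 ± 16.4 CPM (SD, n = 2) in Th1-like and 285 ± 6.05 in Isc-like cells, a log2 fold change of -1.60 (standard error 0.27, edgeR adjusted p = 6.42e-04), and 0.0536 was its edgeR adjusted p without TIL replicate 1. Stat2 fell by 3.08 on the log2 scale (standard error 0.42, edgeR adjusted p = 1.17e-04). Of the lower genes, Ifit2 changed by the largest amount, with 13.8 ± 15.1 against 318.5 ± 145 CPM, a log2 fold change of -4.84 (standard error 0.78, edgeR adjusted p = 5.64e-04). Ifit3b, Ifit1bl1 and Ifi204 have near-identical copies with which they can share reads, so their own values are uncertain. With the number of neighbors doubled, Ifit3b (edgeR adjusted p = 0.133), Ifit1bl1 (0.0516) and Isg20 (0.0828) did not pass the threshold, nor did Ifit3b with it halved (0.0505). All 10 lower genes were lower in both replicates.
Against Arm Th1-like cells, Irf7 was higher in TIL Isc-like cells by a log2 fold change of 3.65 (standard error 0.51, edgeR adjusted p = 3.77e-05) and Irf9 by 2.23 (standard error 0.26, edgeR adjusted p = 7.09e-06). In TIL Th1-like cells the log2 fold change of Irf9 was 0.63 (standard error 0.27, edgeR adjusted p = 0.170) and that of Irf7 was 1.22 (standard error 0.50, edgeR adjusted p = 0.139). Irf7 passed with the replicate as a block (edgeR adjusted p = 0.0246), without TIL replicate 1 (0.0131), without a filter on low counts (0.00457) and with the number of neighbors halved (0.0426). Over the 22 tests of TIL Th1-like and Isc-like against Arm Th1-like cells, 12 passed the threshold (10 higher and 2 lower in TIL), and 16 when adjusted over the list alone; 6 passed with the number of neighbors doubled, where 1 Arm Th1-like library was left. The 2 lower ones were Klrc1 (log2 fold change -3.61, edgeR adjusted p = 7.52e-05) and Klrc2 (log2 fold change -2.89, edgeR adjusted p = 0.00465) in Isc-like cells. With the number of neighbors doubled both calls were lost (edgeR adjusted p = 0.204 and 0.0742), and that of Klrc2 also without TIL replicate 1 (0.0897).

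**Figure D5:**
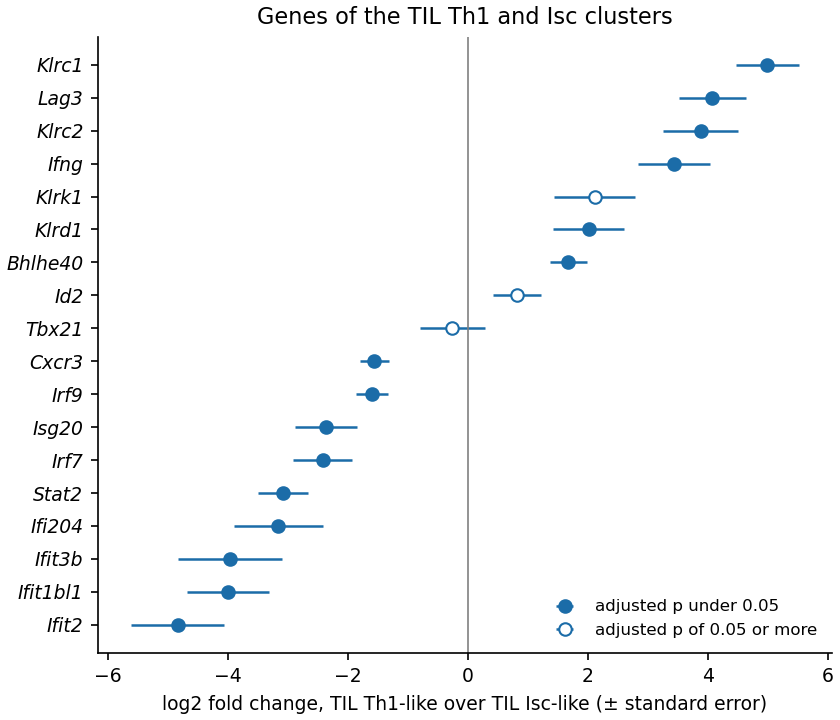
Log2 fold change of 18 genes in TIL Th1-like over TIL Isc-like cells, with the standard error of the fit as a bar; filled points passed an adjusted p of 0.05. Klrc1 is highest at 4.99 and Ifit2 lowest at -4.84, and Tbx21 lies at -0.26.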

Consistent with the scRNA-seq analysis, flow cytometry detected IRF7 protein expression among GP66-specific TILs, but not Arm-responding CD4^+^ T cells (Figure 3D, bottom); furthermore, flow cytometry distinguished the IRF7^hi^ (Isc) from NKG2A^+^ (Th1) TIL subsets (Figure 3D). We noted that NKG2A^+^ cells had higher expression of T-bet protein than other *Foxp3*^−^ TILs (Figure 3E). Thus, because T-bet normally represses genes induced by type I IFN (Iwata et al., 2017), we verified co-expression of T-bet and IRF7 by intra-cellular staining and flow cytometry (Figure 3F). Consistent with high expression of the *Ifng* gene by Th1 TILs, NKG2A^+^ TILs produced IFNγ protein when stimulated, unlike NKG2A^−^ TILs (Figure 3G). 

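PLZF is encoded by Zbtb16 (chromosome 9, 48654297 to 48836222). No Zbtb16 UMI was found in the 133 Th1-like cells of TIL replicate 1 or the 107 of replicate 2, which allows a share of cells with a UMI of up to 2.26% and 2.80% (3 counts of the total, counting error only). The median depth of these cells was 4262 and 2818 UMIs. The other TIL classes of replicate 1 had 0 UMIs as well, and in replicate 2 there was 1 UMI in Isc-like, 1 in nRes-like and 2 in unnamed cells. Since NKT cells were not among the classes, this depth does not show what share of such cells would carry a UMI.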

Th1 TILs did not express the natural killer (NK) T cell-specific transcription factor PLZF, indicating they were not NK T cells (Figure S3I).

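Bhlhe40 (chromosome 6, 108660629 to 108666925) had 582 ± 31.8 CPM (SD, n = 2) in TIL Th1-like cells and 182 ± 18.2 in TIL Isc-like cells. Its log2 fold change was 1.68 (standard error 0.31, edgeR adjusted p = 0.00153), and it was above 0 in both replicates. Without TIL replicate 1 the edgeR adjusted p was 0.0982, and with the number of neighbors doubled it was 0.0627.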

Compared with Isc, Th1 clusters had higher expression of *Bhlhe40*, encoding a transcription factor controlling inflammatory Th1 fate determination (Figures 2 and S3G) (Sun et al., 2001; Yu et al., 2018). A recent study of human colon cancer identified a CD4^+^ TIL Th1 subset with elevated *Bhlhe40* expression (Zhang et al., 2018). This subset is clonally expanded in tumors with microsatellite instability, suggesting specificity for tumor antigens. 

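The genes of the human colon Th1 signature in Table S2 were chosen by the study on these libraries, so their direction here is not independent evidence. Table S2 gives folds that match the exponential of the difference between mean ln-normalized values: over its 50 Th1 genes, the log of that quantity in TIL Th1-like cells against the other named TIL classes correlated with the log of the paper's fold at 0.98, with a slope of 1.02. Of the 40 genes listed as higher, 40 were higher in TIL Th1-like cells in both replicates, with a median fold of 1.28 on that scale; the median of the paper's folds is 1.34. Bhlhe40 had 2.36 ± 0.110 (SD, n = 2), the paper's value being 2.48, and Lag3 had 2.94 ± 0.986, the paper's value being 2.81. Doubling the number of neighbors changed the count most, to 32 of the 40 genes.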

The mouse Th1 TILs identified in our study had higher expression of 40 genes from the human colon TIL Th1 signature, including *Bhlhe40* and *Lag3* (Table S2), with significant (p = 0.001) skewing toward this signature detected by gene set enrichment analysis (GSEA) (Subramanian et al., 2005). However, mouse Th1 TILs lacked expression of other components of the human signature, including *Gzmb* and *Irf7*, suggesting that the impact of *Bhlhe40* expression on TIL transcriptomes is partly context specific.

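Of the 10 genes that Table S2 lists as lower in mouse Th1 TILs, 10 were lower in TIL Th1-like cells than in the other named TIL classes in both replicates. On the exponential scale of the ln-normalized means, the fold of Irf7 was 0.505 ± 0.103 (SD, n = 2), with 0.452 as the paper's value, and that of Gzmb was 0.425 ± 0.146, with 0.379 as the paper's value. A Gzmb UMI was found in 13.5% (18 of 133 cells, 95% exact binomial interval 8.22 to 20.5) and 17.8% (19 of 107 cells, interval 11.0 to 26.3) of Th1-like cells. In nRes-like cells, at median depths of 1654 and 1324 UMIs, it was 11.3% and 23.5%.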

Meta-cluster 6 unexpectedly associated Th1 TILs and a dLN *Ccr7*^+^ cluster (the group IV n5 cluster) (Figure 3A), suggesting a potential link between TILs and dLN cells. 

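TIL Th1-like cells and the dLN Ccr7 CD200hi-like class had a median correlation of 0.293 over the 4 pairings of replicates (0.240 to 0.336). For TIL Th1-like cells this was the highest among the classes of dLN and Arm, ahead of cycling cells of dLN (median 0.145, 2 pairings). The number of neighbors in the clustering moved it most, to 0.185 when doubled. Cells were not brought to equal depth for these correlations, so a part played by depth was not tested. Median UMIs in replicates 1 and 2 were 4262 and 2818 in TIL Th1-like cells, against 1324 to 2704 in the other named TIL classes. They were 3747 and 3613 in the dLN class. They were 3845.5 and 2909 in dLN Treg-like cells, whose median correlation with TIL Th1-like cells was -0.0704. From the association of TIL Th1-like cells with the dLN class the paper proposes a potential link between TILs and dLN cells.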

The association was driven by transcriptional regulators *Bhlhe40* and *Id2* and tumor necrosis factor (TNF) superfamily members *Tnfsf8* (encoding CD30L) and *Tnfsf11* (RANKL) (Figures 2 and 4A). 

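In the dLN Ccr7 CD200hi-like class, Bhlhe40 had 747 ± 18.8 CPM (SD, n = 2) against 328 ± 68.6 in the other dLN classes, a log2 fold change of 1.24 (standard error 0.23, edgeR adjusted p = 0.0207; 0.341 without dLN replicate 2). In TIL Th1-like cells against the other TIL classes it was 1.42 (standard error 0.23, edgeR adjusted p = 5.85e-04). Tnfsf8 (chromosome 4, 63831308 to 63861347) had log2 fold changes of 2.00 in the dLN class (standard error 0.39, edgeR adjusted p = 0.0207) and 3.02 in TIL Th1-like cells (standard error 0.41, edgeR adjusted p = 9.26e-05). Tnfsf11 (chromosome 14, 78277445 to 78308043) had 1.52 (standard error 0.33, edgeR adjusted p = 0.0346) and 2.83 (standard error 0.35, edgeR adjusted p = 3.78e-05). The dLN call of Tnfsf8 was lost without either dLN replicate (edgeR adjusted p = 0.152 and 0.325). That of Tnfsf11 was lost without dLN replicate 1 (edgeR adjusted p = 0.201), dLN replicate 2 (0.543), TIL replicate 1 (0.0735) or TIL replicate 2 (0.0702), with the number of neighbors doubled (0.0954) and with the tested genes kept in the clustering (0.147).
Id2 (chromosome 12, 25093799 to 25097140) was higher by 0.84 in the dLN class (standard error 0.33) and by 0.86 in TIL Th1-like cells (standard error 0.31). Neither difference passed the threshold (edgeR adjusted p = 0.300 and 0.0862). Both did with the replicate as a block (edgeR adjusted p = 0.00135 and 2.81e-05) and without a filter on low counts (0.0104 and 5.71e-04), and the second also without Arm replicate 1 (0.0353) or 2 (0.0338). Ifng was higher in TIL Th1-like cells (log2 fold change 4.21, standard error 0.42, edgeR adjusted p = 3.58e-06), while in the dLN class its log2 fold change of 1.33 (standard error 0.59) did not pass (edgeR adjusted p = 0.396), except without a filter on low counts (0.00386) and with the number of neighbors doubled (0.0270). These 5 genes made 10 tests, of which 7 passed the threshold and 10 when adjusted over the list alone; 4 passed without dLN replicate 2.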

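Cd200 helped name the dLN Ccr7 CD200hi-like class, so its level there was not tested. The fold change vectors of TIL Th1-like cells had negative median correlations with the remaining named dLN classes other than cycling cells. The medians were -0.0795 with Ccr7-like (-0.149 to -0.0472), -0.0870 with Tfh-like (-0.124 to -0.0457) and -0.0704 with Treg-like cells (-0.128 to -0.0193), each over 4 pairings of replicates.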

The potential connection between *Ccr7*^+^ dLN cells and Th1 TILs was specific to *Ccr7*^+^ cluster n5, which segregated from n6 and other dLN subsets (Tfh and Treg cells) based partly on higher expression of *Cd200* (Figure 4B). Flow cytometry identified a corresponding CD200^hi^ subset among Cxcr5^lo^ Ccr7^+^, but not Cxcr5^+^ Ccr7^−^ (Tfh), GP66-specific cells (Figures 4C, S4A, and S4B). dLN *Ccr7*^+^ clusters n5–6 shared features with central memory precursor CD4^+^ T cells (Tcmp cells) identified in Arm infection (Ciucci et al., 2019) (Table S2). This includes expression of *Tcf7*, a transcription factor important to prevent T cell terminal differentiation and for CD8^+^ T cell responsiveness to PD-1 blockade (Brummelman et al., 2018; Gattinoni et al., 2009; Im et al., 2016; Jeannet et al., 2010; Kurtulus et al., 2019; Nish et al., 2017; Siddiqui et al., 2019; Zhou et al., 2010). However, the correspondence between the MC38-GP dLN *Ccr7*^+^ clusters and the Arm Tcmp signature was only partial (Table S2).

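The Tcmp genes of Table S2 were set beside the dLN Ccr7-like and Ccr7 CD200hi-like cells together against the other named dLN classes without cycling cells. Of the 18 genes listed as higher, 12 were higher in both replicates, and of the 12 listed as lower, 7 were lower in both. The median folds on the exponential scale were 1.11 and 0.923; those of the paper are 1.28 and 0.602, and are not against the same cells, since its methods compare these clusters with other dLN and TIL clusters together. Ccr7, a marker that named the classes, had a fold of 3.08 ± 0.443 (SD, n = 2). For Tcf7 it was 0.805 ± 0.110, below 1 in both replicates. Against all other dLN and all TIL cells of the replicate, which is nearer to the comparison of the paper but was added here after the values were seen, 17 of 18 and 12 of 12 genes had the listed direction in both replicates. The median folds were then 1.32 and 0.578, and the fold of Tcf7 was 1.57.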

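Tfh-like cells of dLN and of Arm had a median correlation of 0.266 between their fold change vectors over 4 pairings of replicates (0.180 to 0.474).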

Meta-cluster 1 consisted of Arm Tfh clusters and dLN group V Tfh clusters (Figure 3A). We verified that the abundance of dLN Tfh cells was similar in mice carrying MC38-GP and MC38 tumors (Figure S4C), indicating that this response is not a consequence of GP expression. 

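Tfh-like cells of dLN were compared with Tfh-like cells of Arm. Icos had 396 ± 75.4 CPM (SD, n = 2) in dLN and 1006 ± 33.8 in Arm, a log2 fold change of -1.34 (standard error 0.23, edgeR adjusted p = 9.81e-04). Maf (chromosome 8, 115682942 to 115707794) had 691 ± 121 and 191 ± 11.8 CPM, a log2 fold change of 1.85 (standard error 0.29, edgeR adjusted p = 4.01e-04). Bcl6 was higher in dLN in both replicates (log2 fold change 1.4, standard error 0.45), with an edgeR adjusted p of 0.0727, which was 0.0273 with the replicate as a block. It also passed without TIL replicate 1 (edgeR adjusted p = 0.0261) or 2 (0.0247) and with the number of neighbors halved (0.0380) or doubled (0.0493). The log2 fold change of Tcf7 was -0.30, smaller than its standard error of 0.55 (edgeR adjusted p = 0.820). Pdcd1 was higher in dLN (log2 fold change 0.93, standard error 0.25, edgeR adjusted p = 0.0297). This call was lost without dLN replicate 1 (edgeR adjusted p = 0.0534), dLN replicate 2 (0.109), Arm replicate 1 (0.138) or Arm replicate 2 (0.265), with the number of neighbors doubled (0.0720), with the tested genes kept in the clustering (0.0807) and without a filter on low counts (0.0659). Of these 5 genes 3 passed the threshold, and 4 when adjusted over the list alone.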

Flow cytometric analysis confirmed key Tfh attributes in dLN and Arm cells, including Bcl6 expression (Figures 4C, 4D, and S4A), although dLN Tfh cells differed from Arm-responsive Tfh cells by lower expression of Icos and the upregulation of the transcription factor *Maf* (Figures 2, 4E, and S4D). Unexpectedly, meta-cluster 1 associated the dLN and Arm Tfh clusters with TIL group II cluster t5, characterized by *Il7r* expression (Figures 1A and 3A), based partly on slightly higher expression of Tcf7 (1.6-fold) relative to other TIL subpopulations (Figure 4F). 

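The fold change vectors of TIL nRes-like cells had a median correlation of 0.0384 with dLN Tfh-like cells (0.00164 to 0.0690) and of 0.00959 with Arm Tfh-like cells (-0.0207 to 0.0353), over 4 pairings of replicates each. Among the classes of dLN and Arm, their highest median was with dLN Ccr7-like cells, 0.116 (0.0703 to 0.156). The correlation with Arm Tfh-like cells was 0.105 with the number of neighbors halved, over the 2 pairings of TIL replicate 2, since replicate 1 then had no nRes-like class.
Tcf7 had a ratio of mean ln-normalized values between nRes-like cells and the other named TIL classes of 2.48 in replicate 1 and 1.46 in replicate 2. In replicate 2 it depended on the classes, with ratios of 2.57 and 0.992 when the number of neighbors was halved and doubled, and 2.31 with clusters named by score alone, a setting added after the values were seen. As the exponential of the difference of these means, the scale of the folds in Table S2, the values in replicates 1 and 2 were 1.39 and 1.07. In CPM, Tcf7 had 136 ± 94.6 (SD, n = 2) in nRes-like cells, from 79 UMIs, and 54.8 ± 14.4 in the other TIL classes. Among these, Isc-like cells had 131 and 107 CPM in replicates 1 and 2, against 203 and 69.3 in nRes-like cells, so Tcf7 was highest in nRes-like cells in replicate 1 alone. The log2 fold change of 1.84 (standard error 0.57) did not pass the threshold over all genes (edgeR adjusted p = 0.213). It did with the replicate as a block (edgeR adjusted p = 0.00800) and without a filter on low counts (2.41e-08).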

Flow cytometric analysis confirmed the presence of GP66-specific IL-7R^+^ TILs (Figure 4G). In addition, the *Tcf7*^int^ t5 cluster showed expression of the transcription factor *Klf2* and its downstream target Sphingosine-1-phosphate receptor 1 (*S1pr1*, Figures 2 and 4F). This indicated the retention of a cell-trafficking transcriptional program (Carlson et al., 2006) and contrasted with the IFN-driven Isc TILs. Thus, we designated cluster t5 of group II TILs as putative non-resident cells (nRes hereafter).

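S1pr1 had 130 ± 70.2 CPM (SD, n = 2) in TIL nRes-like cells, from 75 UMIs, and 35.9 ± 10.3 in the other TIL classes. This gave a log2 fold change of 2.10 (standard error 0.34, edgeR adjusted p = 0.00643). It was 1.65 without TIL replicate 1, where the call was lost (edgeR adjusted p = 0.385), as it was with the number of neighbors doubled (0.0907). Klf2 had 394 ± 361 against 148 ± 132 CPM. Most of this spread lay between the replicates, and within each of them Klf2 was higher in nRes-like cells. The log2 fold change of 1.56 (standard error 1.02) did not pass the threshold (edgeR adjusted p = 0.649), but did with the replicate as a block (edgeR adjusted p = 1.96e-06) and without a filter on low counts (7.07e-09). Cd69 did not differ beyond its standard error (log2 fold change -0.23, standard error 0.27, edgeR adjusted p = 0.833). Of Tcf7, Klf2, S1pr1 and Cd69, 1 gene passed the threshold, 2 when adjusted over the list alone and 3 with the replicate as a block. By edgeR, 0 passed without TIL replicate 1 (1 at an unadjusted p under 0.05) and 0 with the number of neighbors doubled (2 at an unadjusted p under 0.05); with DESeq2, on all libraries, 1 passed.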

To further delineate the relationships between cell clusters, we used reversed graph embedding (Trapnell et al., 2014), which has been used to estimate progression through transcriptomic states. This placed the dLN Tfh and TIL Th1 and Isc at the end of an inferred path (Figure 4H), nRes TILs in the middle of the continuum, and *Ccr7*^+^ dLN cells between Tfh and nRes. These analyses, combined with the similarities described by meta-clustering, support the notion that the tumor-responsive CD4^+^ T cell response may be characterized as a transcriptomic continuum; they confirm the transcriptomic distance between Th1 and Isc TILs, even though both subsets express T-bet, the Th1-defining factor.

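No tool for reversed graph embedding was used here. Instead, a minimum spanning tree was drawn over the centroids of TIL Th1-like, Isc-like and nRes-like and dLN Ccr7-like and Tfh-like cells, in the principal components of the pooled cells of each replicate. In replicate 1, TIL nRes-like cells were joined to TIL Th1-like, TIL Isc-like and dLN Ccr7-like cells, and dLN Ccr7-like cells also to dLN Tfh-like cells, so that Th1-like, Isc-like and Tfh-like cells were ends of the tree. In replicate 2 the edge between the tissues ran from TIL Th1-like to dLN Ccr7-like cells, so that Th1-like cells had 2 edges and were not an end. With the number of neighbors doubled, both replicates had the tree of replicate 1. With it halved, replicate 2 had that tree, while replicate 1 had no nRes-like class and its TIL Th1-like cells were joined to dLN Ccr7-like cells.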

### TIL Subpopulation-Specific Dysfunction Gene Programs

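The genes of Figure 5A that were tested are Pdcd1, Lag3, Id2, Havcr2, Prdm1, Tox, Tox2 and Cd160, each in TIL against Arm and against dLN. Of the 16 tests 10 passed the threshold, 5 with a higher and 5 with a lower value in TIL, and 15 passed when adjusted over the list alone; 6 passed without TIL replicate 2. Pdcd1 (chromosome 1, 94038305 to 94052553), which encodes the protein the TILs were sorted on, had 537 ± 30.9 CPM (SD, n = 2) in TIL, 175 ± 5.37 in dLN and 110 ± 9.27 in Arm. Its log2 fold change was 2.28 against Arm (standard error 0.20, edgeR adjusted p = 9.86e-04) and 1.62 against dLN (standard error 0.19, edgeR adjusted p = 0.00364). For Lag3 they were 3.27 (standard error 0.25, edgeR adjusted p = 7.76e-04) and 1.57 (standard error 0.24, edgeR adjusted p = 0.00809); the second was lost without TIL replicate 1 (edgeR adjusted p = 0.0586) or 2 (0.0645).
Prdm1 was higher in TIL by 1.18 against Arm (standard error 0.43, edgeR adjusted p = 0.133; 0.0390 with the replicate as a block). Against dLN its log2 fold change was 2.17 (standard error 0.49, edgeR adjusted p = 0.0370), lost without TIL replicate 1 (edgeR adjusted p = 0.135), TIL replicate 2 (0.186) or dLN replicate 1 (0.0829) and with all barcodes (0.213). Id2 was higher by 1.4 against Arm (standard error 0.41, edgeR adjusted p = 0.0715) and 1.59 against dLN (standard error 0.41, edgeR adjusted p = 0.0581). It passed with the replicate as a block (edgeR adjusted p = 0.0220 and 0.0205) and with DESeq2 (adjusted p = 0.00958 and 0.00335), and without Arm replicate 2 (edgeR adjusted p = 0.0118 and 0.00896). Against dLN it also passed without Arm replicate 1 (edgeR adjusted p = 0.00995). Havcr2, with 88 UMIs in TIL and 28 in dLN, did not pass in either comparison (edgeR adjusted p = 0.292 and 0.140), except against dLN without a filter on low counts (0.0314).
Tox2 (chromosome 2, 163203125 to 163324170) had 3.84 ± 1.83 CPM in TIL, 92.6 ± 10.8 in dLN and 71.2 ± 19.4 in Arm. Its log2 fold changes were -4.21 against Arm (standard error 0.38, edgeR adjusted p = 0.00112) and -4.58 against dLN (standard error 0.38, edgeR adjusted p = 0.00155). Cd160 had log2 fold changes of -3.14 (standard error 0.44, edgeR adjusted p = 0.00647) and -2.50 (standard error 0.46, edgeR adjusted p = 0.0175); the second was lost without dLN replicate 2 (edgeR adjusted p = 0.0645) or TIL replicate 2 (0.0764). For Tox they were -0.62 (standard error 0.20, edgeR adjusted p = 0.0972) and -1.54 (standard error 0.20, edgeR adjusted p = 0.00528). Against Arm it passed without dLN replicate 1 (edgeR adjusted p = 0.0460) or 2 (0.0441), and against dLN it did not without TIL replicate 1 (0.0523) or 2 (0.0648). Within Th1-like cells, TIL against Arm, the log2 fold changes of Tox2 (-0.26), Cd160 (-1.70) and Tox (0.71) did not pass the threshold. In Arm these 3 genes were higher in Tfh-like than in Th1-like cells, so the share of Tfh-like cells enters the values of whole libraries.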

We reasoned that expression of a dysfunction-exhaustion program (Thommen and Schumacher, 2018; Wherry and Kurachi, 2015) may account for the limited relatedness between Arm and TIL Th1 cells, because TILs processed for scRNA-seq analysis expressed the exhaustion marker PD-1 and multiple genes associated with T cell exhaustion dysfunction (Figure 5A). To address this issue, we used flow cytometry to directly compare GP66-specific TILs from MC38-GP tumors to GP66-specific CD4^+^ T harvested 21 days after inoculation with the clone 13 strain of LCMV (clone 13 hereafter). This strain establishes chronic infection in wild-type mice (Oldstone, 2002), resulting in typical dysfunctional CD4^+^ and CD8^+^ T cell responses (Crawford et al., 2014). Most clone 13-responding CD8^+^ T cells expressed PD-1 and the surface receptor 2B4 (Figure S5A), characteristic of the dysfunction-exhaustion status of cells responding to persistent antigenic stimulation. Accordingly, PD-1 was expressed on most clone 13-responding spleen CD4^+^ T cells (Figure S5B), unlike among Arm-responding CD4^+^ T cells, in which PD-1 expression was specific to Cxcr5^hi^ Tfh cells (Figure 4D). Expression of PD-1 in GP66-specific TILs was similar to that in clone 13-responding cells (Figure 5B) and higher than in dLN GP66-specific cells (of which only the Cxcr5^+^ subset was PD-1^hi^, Figure 4D). However, clone 13-responding CD4^+^ T cells failed to express key members of the TIL Th1 (CD94 and NKG2A) and Isc (IRF7) signatures (Figure 5C). Of note, clone 13-responding cells expressed lower amounts of T-bet compared with Arm- or MC38-GP-specific cells (Figure S5C). We conclude from these observations that the Th1 and Isc signatures of GP66-specific TILs are distinct from the dysfunction state generated by persistent antigen exposure.

Nonetheless, since CD4^+^ TILs expressed exhaustion marks (Figure 5A), we assessed the impact of exhaustion on TIL subpopulations. We defined TIL Th1, Isc, nRes, and Treg gene signatures as the genes preferentially expressed in each subpopulation relative to all other TILs (Table S3). We found a significant overlap between the multiple viral-response exhaustion gene signatures (Molecular Signatures Database [MSigDB]) (Liberzon et al., 2015) and the Th1 and Treg signatures (Table S4). Separate analysis of a previously reported gene signature characterizing CD4^+^ T cell dysfunction during chronic infection (Crawford et al., 2014) indicated a significant overlap with the Isc signature, but not with Th1 and Treg signatures (Figure S5D; Table S4). The latter result suggested heterogeneous expression of exhaustion genes among TIL subsets. We tested this possibility using a broader set of exhaustion genes shared across cancer and chronic infection (Chihara et al., 2018). Fifty-five genes from this set were also part of TIL Th1, Isc, or Treg signatures. However, the overlap was heterogeneous, identifying dysfunction programs specific to TIL subpopulations (Figure 5D; Table S4). 

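The IL-27 part of Table S4 names 58 distinct genes in 64 listings under the TIL Th1, Isc and Treg signatures, and the study chose them on these libraries. In 46 of the 64 listings the rebuilt class of the signature had the highest CPM of the TIL classes in both replicates. These were 17 of 19 listings for Isc, 11 of 20 for Th1 and 18 of 25 for Treg. Halving the number of neighbors changed the count most, to 51, but TIL replicate 1 then had no nRes-like class to compare with.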

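For the genes that the IL-27 part of Table S4 lists under the TIL Th1, Isc and Treg signatures, the level in TIL nRes-like cells was compared with that in the other TIL classes. The nRes-like class had the highest CPM in both replicates for 1 listing, under the Isc signature, and for 0 listings under the Th1 and Treg signatures. The study chose these genes as higher in Th1, Isc or Treg TILs than in all other TILs, nRes cells included. A low count was therefore largely fixed by the choice of the list and does not test for an overlap with nRes cells.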

We did not detect overlap between any dysfunction-exhaustion signature and nRes TILs (Figure 5D; Table S4). This is in line with these cells’ residual expression of *Tcf7*, which in CD8^+^ T cells marks cells with conserved responsiveness to checkpoint blockade (Brummelman et al., 2018; Im et al., 2016; Siddiqui et al., 2019; Wu et al., 2016).

### The Isc IFN Signature Correlates with Poor Clinical Prognosis in Human Tumors

Finally, we examined whether MC38-GP TIL transcriptomic patterns were observed in human tumors. We analyzed published CD4^+^ human liver cancer TIL (TIL_HLC_) scRNA-seq data pooled across six treatment-naive patients (Zheng et al., 2017a). Highresolution clustering separated the TIL_HLC_ cells into 11 clusters, which could be combined into groups displaying features of Th1, Isc (of which 36% are *PDCD1*^+^), and Treg TILs and cells undergoing cell cycle (Figure 6A). Although pooled analysis of CD4^+^ PD-1^+^ TILs from MC38-GP tumors (TIL) with TIL_HLC_ only identified similarities between cells undergoing cell cycle (Figures S6A and S6B), cluster correlation analysis indicated significant similarities between Treg cells, cell cycle, and Isc clusters from TIL versus TIL_HLC_ (Figure 6B, top). We focused on the Isc pattern, which differed the most from previously reported Th1 and Treg transcriptomic profiles. We found significant overlap of overexpression patterns between TIL Isc and their human counterpart, including type I IFN-induced genes and *Irf7* (Ikushima et al., 2013) (Figure 6B, bottom; Table S5). Thus, the Isc signature identified among mouse CD4^+^ TILs is found in human tumors.

These finding were not unique to liver tumors, because analysis of CD4^+^CD3^+^ human melanoma TILs (TIL_Mel_) across 48 lesions (Sade-Feldman et al., 2018) identified a cluster enriched in Isc-characteristic genes (of which 27% are *PDCD1*^+^), among other populations (Figure S6C). To investigate the relationships between Isc transcriptomic program and clinical prognosis, we evaluated the association between expression in TIL_Mel_ of Isc signature genes (defined in MC38-GP TILs) and patient response to checkpoint therapy. Relative to responsive tumors, nonresponsive tumors had significantly higher fractions of cells expressing Isc signature genes (49 of 108 genes, adjusted p < 0.05), including *Stat1*, *Irf7*, and *Irf9* (Figure 6C; Table S5). This indicated negative association between the Isc transcriptomic program and patient response to checkpoint therapy. Thus, the methods used in the present study identify transcriptomic programs shared by multiple tumor types and of potential prognostic significance.

## DISCUSSION

In summary, using scRNA-seq and data-driven computational approaches, the present study identifies an unsuspected diversity among tumor-responding CD4^+^ T cells. Although recent scRNA-seq studies had shed light on the Treg component of CD4^+^ TILs (Ahmadzadeh et al., 2019; Azizi et al., 2018; Zhang et al., 2018; Zheng et al., 2017a), our study assessed the transcriptomes of both regulatory and conventional components, in the tumor itself, and in draining lymphoid organs. We identified transcriptomic patterns among these cells and found a heterogeneous distribution of exhaustion gene signatures among TIL subtypes, highlighting the need for extensive analyses of cell-specific effects of treatments targeting exhaustion genes.

One key objective of our study was to compare the transcriptome of CD4^+^ T cells responding to tumors, whether in the tumor itself or in draining lymphoid organs, to that of cells responding to infection. To this end, we studied T cell responses to a viral antigen, LCMV GP, ectopically expressed in a mouse colon cancer cell line. This approach directly compares cells responding to the same antigen, expressed during viral infection or by tumor cells. In addition, because the Arm versus the clone 13 strains of LCMV, respectively, result in effective versus dysfunctional T cell responses, with chronic viral persistence after clone 13 strain infection, we could compare antigen-specific responses in each context with those against tumor cells. We considered that the potentially greater GP immunogenicity compared with that of spontaneously occurring tumor neo-antigens would skew GP-specific TILs toward specific transcriptomic patterns. Consequently, we extended our key conclusions beyond the limited set of TILs responding to the ectopic GP antigen, identifying PD-1 as a reliable marker of antigen-responsive cells and showing a broad correspondence between expression of key signature markers between PD-1^hi^ and GP-responsive TILs.

Even though most conventional (Foxp3^−^) tumor-responsive TILs express the Th1-defining transcriptional regulator T-bet, our study identified transcriptomic patterns with unexpectedly little similarity to prototypical virus-responsive Th1 cells. Thus, conventional helper effector definitions, derived from studies of responses to infection, are potentially inaccurate descriptors of responses to tumors. The Th1-like transcriptome with marks of type I IFN stimulation, a driver of inflammation and immunosuppression in cancer (Snell et al., 2017), highlights this conclusion: it was observed among TILs, but not LCMV-responding cells, even though acute LCMV infection drives a strong type I IFN innate immune response (Cousens et al., 1999). 

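The Isc signature of Table S3 lists 136 genes, of which 135 were tested; the study chose them on the TIL libraries. In TIL against Arm their median log2 fold change was 2.04, with 126 genes higher in TIL. The set passed limma's fry test (p = 0.0100, 2 libraries per group) and camera with an inter-gene correlation of 0.01 (p = 4.12e-69), but not camera with an estimated correlation (p = 0.0573). The fry p was 0.0584 without Arm replicate 1 and 0.0582 without Arm replicate 2. In TIL against dLN the median was 2.47 with 128 genes higher (fry p = 0.00789, camera p = 5.31e-101 and 0.0366 with an estimated correlation), and the fry p was 0.0535 without dLN replicate 2. In dLN against Arm the median was -0.32 (fry p = 0.342, camera p = 3.02e-04 and 0.562 with an estimated correlation). That median stayed below 0 with each library left out, from -0.40 without dLN replicate 1 to -0.24 without Arm replicate 1. Among single genes, Irf7 had 489.8 ± 223 CPM (SD, n = 2) in TIL and 50.8 ± 1.54 in Arm, a log2 fold change of 3.27 (standard error 0.37, edgeR adjusted p = 0.00278), and Isg15 1288 ± 703 and 80.4 ± 16.9, a log2 fold change of 4.00 (standard error 0.41, edgeR adjusted p = 0.00184).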

The transcriptomic definition of signatures had important functional correlates, because the type I IFN response signature was associated with lesser IFNγ production compared with cells expressing the Th1 signature. Future studies will determine whether any of these signatures, or those characteristic of tumor-responsive cells in the draining lymphoid organs, are associated with provision of help to CD8^+^ T cells, which is essential for efficient anti-tumor responses (Ahrends et al., 2017; Bos and Sherman, 2010).

We considered the possibility that the distinct CD4^+^ T cell responses to tumors versus infection resulted from differences in the kinetics of antigen exposure: transient during acute viral infection versus persistent exposure to tumor antigens. Expression of dysfunction-exhaustion genes, exemplified by PD-1, was a shared attribute of cells responding to tumor and chronic viral infection. However, the expression of type I IFN-responsive genes (Isc signature) was specific to tumor-responsive cells and not shared by anti-viral dysfunctional cells; the same was true of Klr-family receptors (Th1 signature). Our analyses point to the importance of these findings in the response to human cancer, because we could project the IFN-responsive transcriptomic pattern onto human tumors, overcoming potential sample disparity, and demonstrate its association with response to checkpoint therapy.

Investigating tumor-specific T cell responses in draining lymphoid organs revealed striking differences with TILs. The absence of Th1 cells from tumor dLN was unexpected and contrasted with infections, including with LCMV or with *Leishmania major*, a typical Th1-driving parasite with kinetics of clinical progression similar to that of experimental tumors and in which Th1 dLN cells are important contributors to the response (Belkaid et al., 2000). In contrast, the tumor elicited strong, tumor-specific Foxp3-negative Tfh-like responses in dLN. 

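None of the 16 clusters of dLN cells in the 2 replicates was named Th1-like. In summed libraries, Tbx21 had 4.11 ± 1.45 CPM (SD, n = 2) in dLN, from 20 UMIs, and 29.6 ± 4.35 in TIL, a log2 fold change in TIL against dLN of 2.88 (standard error 0.38, edgeR adjusted p = 0.00528). Between TIL and Arm it was -0.20 (standard error 0.30, edgeR adjusted p = 0.708). Ifng had 34.8 ± 20.1 CPM in dLN and 375 ± 24.6 in TIL (log2 fold change 3.45, standard error 0.44, edgeR adjusted p = 0.00455).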

Similar populations of Tfh-like cells have been observed in human tumors (Crotty, 2019). Although Tfh differentiation may divert T cells from more efficient (e.g., IFNγ-producing) anti-tumor differentiation, it provides support for the tantalizing possibility that tumor-elicited B cell responses could be exploited against cancer (Carmi et al., 2015). It is also possible that this subset includes a stem cell-like component similar to the Cxcr5^+^ CD8^+^ dLN T cells that serve as targets for immunotherapy targeting PD-1 signaling (Im et al., 2016) or cells with similar properties in the TME (Siddiqui et al., 2019).

In conclusion, this study provides a high-resolution characterization of tumor-reactive CD4^+^ T cell responses in lymphoid organs and the TME. We identify previously unrecognized transcriptomic patterns among tumor-specific T cells and provide an extensive mapping of the CD4^+^ T cell immune response against cancer. We describe analytical approaches of broad applicability, including to clinical data, that combine high-resolution dissection of transcriptomic patterns and synthetic data integration to identify correspondences between apparently unrelated cell differentiation states.

## STAR★METHODS

### LEAD CONTACT AND MATERIALS AVAILABILITY

Further information and requests should be directed to and will be fulfilled by the Lead Contact, Remy Bosselut (remy.bosselut@ nih.gov).

All unique/stable reagents generated in this study are available from the Lead Contact with a completed Materials Transfer Agreement

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Mice

6–12 weeks C57BL/6 mice were purchased from Charles River laboratories and housed in specific pathogen-free facilities. 

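Ddx3y, on chromosome Y, had 64.5 to 161 CPM in the libraries, and Xist, which is expressed from the inactive X chromosome of females, had 0 to 2 UMIs in any library.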

ScRNaseq was performed on male mice for sequencing consistency; flow cytometry was performed indifferently on male and female mice, with no observable difference. Animal procedures were approved by the NCI Animal Care and Use Committee.

#### Cell Lines and Constructs

MC38 murine colon cancer cell lines (Corbett et al., 1975) were obtained from Jack Greiner’s lab and cultured in DMEM that contained 10% heat-inactivated FCS, 0.1 mM nonessential amino acids, 1 mM sodium pyruvate, 0.292mg/ml L-glutamine, 100 pg/ml streptomycin, 100 U/mL penicillin, 10mM HEPES. MC38-GP cells were generated as follows: LCMV-*gp* gene was amplified from pHCMV-LCMV-Arm53b (addgene#15796) and inserted into pMRX-IRES-Thy1.1 by BamH1 and Not1 (Saitoh, 2002; Sena-Esteves, 2004). Then pMRX-Thy1.1 contained LCMV-*gp* gene was transfected into Plat E cell to package retrovirus. MC38 cell line was transduced by above retrovirus collection and followed by single cell sorting in 96-well plate after 48hs. The monoclonal cell lines were identified by flow cytometry and western blot.

### METHOD DETAILS

#### LCMV Infection Model and Tumor Model

2 × 10^5^ pfu of LCMV Armstrong (Matloubian et al., 1994) were injected intra-peritoneal in 6–12 weeks old C57BL/6 mice. Mice were analyzed 7 days post infection. 2 × 10^6^ pfu of LCMV Clone 13 were injected intra-venously in 6–12 weeks old C57BL/6 mice. Mice were analyzed 21 days post infection. MC38 and MC38-GP tumor cells (0.5 × 10^6^) were subcutaneously injected into the flank of C57BL/6 mice.

#### Cell Preparation and Flow Cytometry

Lymph node and spleen were prepared and stained as previously described (Wang et al., 2008). For TIL preparation, tumors were dissected 14 to 18 days post-injection, washed in HBSS, cut into small pieces, and subjected to enzymatic digestion with 0.25mg/ml liberase (Roche) and 0.5mg/ml DNAase I (SIGMA) for 30 minutes at 37 degrees. The resulting material were passed through 70um filters and pelleted by centrifugation at 1500rpm. Cell pellets were resuspended in 44% Percoll (GE Healthcare) on an underlay of 67% Percoll, and centrifuged for 20min at 1600 rpm without brake. TILs were isolated from the 44%/67% Percoll interface. Following isolation, cells were blocked with anti-FcγRIII/FcγRII (unconjugated, 2.4G2) and subsequently stained for flow cytometry. Staining for AS15:I-A^b^ tetramer (Grover et al., 2012), GP66:I-A^b^ tetramer and Cxcr5 was performed at 37 degrees for 1 hour prior to staining for other cell surface markers. For intracellular staining, cell surface staining were preformed first, following fixation using the Foxp3-staining kit (eBioscience). For cytokine staining, cells were incubated in the presence of PMA (25ng/ml)/Ionomycin (1ug/ml) and Golgi stop for 3 hours, followed by surface staining and intracellular staining. Flow cytometry data were acquired on LSR Fortessa cytometers (BD Biosciences) and analyzed with FlowJo (TreeStar) software. Dead cells and doublets were excluded by LiveDead staining (Invitrogen) and forward scatter height by width gating. Purification of lymphocytes by cell sorting was performed on a FACS Aria or FACS Fusion (BD Biosciences).

#### Single-Cell RNA-Seq

For each of the two separate biological replicates, 3000–13000 T cells sorted from one Arm infected and 10 tumor-bearing mice were loaded on the Chromium platform (10X Genomics) and libraries were constructed with a Single Cell 3′ Reagent Kit V2 according to the manufacturer instruction. Libraries were sequenced on multiple runs of Illumina NextSeq using paired-end 26×98bp or 26×57bp to reach a sequencing saturation greater than 70% resulting in at least 49000 reads/cell. Cell recovery rate averaged 19%.

### QUANTIFICATION AND STATISTICAL ANALYSIS

#### Experimental Data

Flow cytometry was analyzed using FlowJo 10.5.0. GraphPad Prism (Version 7) was used for graphical representation and statistical analysis of cytometry data. Flow cytometry data are presented as mean ± SEM. Unpaired two-sided Student’s T–test was used throughout to measure statistical significance of protein expression by flow cytometry. Statistical significance annotation is denoted in figure legends.

#### scRNA-Seq Data Pre-processing

De-multiplexing, alignment to the mm10 transcriptome and unique molecular identifier (UMI) calculation were performed using the 10X Genomics Cellranger toolkit (v2.0.1, http://software.10xgenomics.com/single-cell/overview/welcome). Pre-processing, dimensionality reduction and clustering analyses procedures were applied to each dataset (that is, specific tissue origin in each experiment) independently to account for dataset-specific technical variation such as sequencing depth and biological variation in population composition, as follows. We filtered out low quality cells with fewer than 500 detected genes (those with at least one mapped read in the cell). Potential doublets were defined as cells with number of detected genes or number of UMIs above the 98^th^ quantile (top 2% owing to up to 2% estimated doublets rate in the 10X Chromium system). Potentially senescent cells (more than 10% of the reads in the cell mapped to 13 mitochondrial genes) were also excluded. Cell numbers pre- and post-filtering are found in Table S1. Library size (*LS_j_*, number of UMIs in cell j) normalization and natural log transformation were applied to each cell library, i.e., $norm_{j}^{i}=\ln(10000\times (raw_{j}^{i}/LS_{j})+1$), to quantify the expression of gene i in cell j, where $raw_{j}^{i}$ is the number of reads for gene *i* in cell *j*.

#### Transcriptomic Effects of TCR Engagement as a Result of GP66-Tetramer-Based Purification

GP66-tetramer binding results in potential cross-linking of and signaling by the TCR of GP66-specific T cells. To model the transcriptomic effect of TCR engagement as a result of GP66-tetramer-based purification, we sought to compare Arm-specific CD4^+^ T cells obtained either after GP66-tetramer purification or without tetramer-based purification. To enrich in such cells without tetramer staining, we noted that ~94% of GP66-specific CD4^+^ splenocytes from Arm-infected mice express little or no IL7R [IL-7 receptor a chain] (Figure S2F). Thus, we considered that most CD44^hi^CD4^+^IL7R^+^ splenocytes were not Arm-specific, and sorted CD44^hi^ IL7R^−^ (Arm IL7R^−^) T cells for scRNaseq; in addition to antigen-specific CD44^hi^ GP66-tetramer purified (Arm GP66^+^) T cells (Figure S2G). Pooled clustering of the two samples revealed 2 (out of 6) clusters heavily dominated by tetramer-stained cells (Figure S2H, top), suggesting that the bias introduced by tetramer staining was limited to those clusters. As expected from GP66 tetramer engagement with the TCR, GP66-specific clusters were characterized by genes involved in T cell receptor signaling and NFKB signaling (Table S6), while clusters containing cells from both samples displayed features of Tfh and Th1 cells (Figure S2H, bottom). We designated the GP66-characteristic genes as the TCR engagement GP66 signature (Table S3) and regressed the activation scores of the signature from the expression matrix using a linear regression model fitted to each gene.

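The 11 genes of Table S6, which the study chose on these libraries, were compared between the tetramer-sorted Arm libraries and the Arm IL7R- library. As Arm IL7R- had 1 library, its spread was not measured and was assumed to be that of the other groups, so the calls below rest on this assumption and do not separate the sorts from single libraries. All 11 genes were higher in Arm, with a median log2 fold change of 2.59. Past the threshold were 4, and 9 when adjusted over the list alone. The first were Junb (log2 fold change 2.88, standard error 0.34, edgeR adjusted p = 0.0391), Nfkbiz (log2 fold change 2.48, standard error 0.28, edgeR adjusted p = 0.0369), Rel (log2 fold change 2.59, standard error 0.27, edgeR adjusted p = 0.0338) and Nr4a1 (log2 fold change 4.57, standard error 0.57, edgeR adjusted p = 0.0417). With DESeq2, or without a filter on low counts, 8 passed, the largest change among the alternatives.
The calls rested on single libraries, since all of them share 1 estimate of the spread. By edgeR, 0 of the 11 genes passed without dLN replicate 1, dLN replicate 2 or Arm replicate 2 (10, 10 and 9 at an unadjusted p under 0.05), and 1 passed without TIL replicate 1 or TIL replicate 2. The edgeR adjusted p without Arm replicate 2 was 0.0656 for Junb, 0.0837 for Nfkbiz, 0.0634 for Rel and 0.0641 for Nr4a1. Without dLN replicate 1 it was 0.0674, 0.0611, 0.0611 and 0.0882, and without dLN replicate 2 it was 0.0547, 0.0509, 0.0509 and 0.0691. For Junb, Nfkbiz and Rel it was 0.0522, 0.0712 and 0.0712 without TIL replicate 1, and 0.0516, 0.0695 and 0.0695 without TIL replicate 2. Over all genes, 18 passed in Arm against Arm IL7R- (16 higher and 2 lower in Arm), 28 with the replicate as a block and 147 with DESeq2. This count was 0 without dLN replicate 1 or Arm replicate 2, 3 without dLN replicate 2, 9 without either TIL replicate and 49 without Arm replicate 1, by edgeR; at an unadjusted p under 0.05 the counts of 0 became 958 and 341. TIL cells, which were sorted without tetramer, had a median log2 fold change of 2.58 against Arm IL7R- over the same 11 genes, with 10 of them above 0, and of 0.01 against Arm.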

#### Dimensionality Reduction

Highly variable genes were defined as genes with greater than one standard deviation of the dispersion from the average expression of each gene. However, to account for heteroscedasticity, variable genes were identified separately in bins defined based on average expression. PCA analysis was performed on the normalized expression of the set of dataset-specific highly variable genes. We selected the top PCs based on gene permutation test (Buja and Eyuboglu, 1992). ‘Barnes-hut’ approximate version of t-SNE (van der Maaten, 2014) (perplexity set to 30, 10k iterations) was applied on the top PCs to obtain a 2D projection of the data for visualization.

#### Gene Signature Activation Quantification

Gene signature activation was quantified relative to a technically similar background gene set as described in (Haber et al., 2017). Briefly, we identify the top 10 most similar (nearest neighbors) genes in terms of average expression and variance, then define the signature activation as the average expression of the signature genes minus the average expression of the background genes. The GP66 tetramer staining signature is defined above. Additionally, we defined lists of ribosomal, mitochondrial, and cell cycle genes (Kowalczyk et al., 2015) for confounder controls (Table S3).

#### High-Resolution Clustering

Phenograph clustering (Levine et al., 2015) using the top PCs (see dimensionality reduction) was performed independently on each dataset to allow full control of the clustering resolution based on dataset-specific coverage and heterogeneity features. The clustering resolution (number of clusters) is controlled by the K nearest neighbor (KNN) parameter. We designed a simulation analysis to estimate the optimal clustering resolution, i.e., at what resolution the clustering is superior in quality to clustering driven by technical biases inherent to scRNaseq, as follows. Here we define the clustering quality as the clustering modularity reported by Phenograph, which indicates intra-cluster compactness and inter-cluster separation. The simulations consist of repeating the clustering analysis on 100 shuffled expression matrices to estimate the ‘null’ distribution of the clustering quality, where the gene expression measurements are permuted within each cell to retain the cell-specific coverage biases. We repeated this process for varying value of the KNN parameter k to compare the clustering modularity of the original *O_k_* to the shuffled *S_k_* data. The final resolution was defined as the maximal resolution where (*O_k_* /*S_k_*)≥2. Following this strategy, *k* was set to 22, 27, 29, 22, 64 and 51, for dLN experiment 1 and 2, TILs experiment 1 and 2 and Arm experiment 1 and 2, respectively. All clustering analysis was performed for each sample separately, except of the low-resolution clustering of TILs and dLN (Figure S2B), where dLN and TILs from experiment 1 were analyzed jointly via pooled clustering. Pooled clustering analysis (joint rather than separated by dataset) and visualization was performed using PCA on the aggregate list of highly variable genes defined on each dataset. Clustering was done with and without controlling for confounding factors (number of UMIs, number of detected genes and gene signatures activation of ribosomal, mitochondrial, cell cycle and GP66 staining signature). Clustering analysis of TILs, dLN, and Arm cells showed little overlap even after correcting for potential confounders.

After obtaining the initial clusters and identifying the overexpressed genes in each cluster, we apply two filters: (1) we exclude small clusters of B cells (CD79^+^ populations) from each dataset. (2) We identify PCs driven by B cell marker genes and remove the individual cells whose expression profile has high scores for those PCs (outliers). We then repeat the entire processing and clustering to prevent detecting highly variable genes and PCs driven by contaminations, which may in turn reduce the signal of other small populations of interest.

#### Differential Expression Analysis and Population Matching

Differential expression was performed using Limma (version 3.32.10). Cluster defining genes reported throughout passed FDR-corrected (Benjamini–Hochberg procedure) differential expression tests independently in the two replicates (Fold change > 1.25, Q-value < 0.1). Statistical significance is indicated in relevant figures and supplementary tables. We initially performed differential expression analysis between each cluster against the pool of all other clusters within a given dataset. Identified clusters were labeled as a known T cell subtype if the majority of the known subtype-defining genes were differentially overexpressed in that cluster. We then matched populations across experiments to assess the reproducibility of the populations and to uncover similarities across datasets that are masked due to overall tissue-context-specific differences. To reduce the effects of tissue-context-specific effects on the similarity calculation, we used the fold change (FC) measure of each gene $FC_{g}^{c}=\left(\langle foreground_{g}\rangle /\langle background_{g}\rangle \right)$ (average of gene *g* in cluster c (foreground) relative to all other clusters (background) of the same dataset). Then we measured the Pearson correlation between the FC vectors of all pairs of clusters across datasets. Unlike common batch correction approaches which match the mean and variance of each gene across batches, the FC vectors describe the deviation intensity of each gene relative to the sample mean, without skewing those deviations to match across samples, thereby not removing biologically relevant factors. We compare this approach with an alternative approach that uses Euclidean distances between the average expression vectors, defined as average expression of all genes in a cluster and a recent data integration approach (Butler et al., 2018) following tutorial specifications [https://satijalab.org/seurat/immune_alignment.html; version 2.0.1].

#### Robust Cluster Calling and Robust Population Comparisons

For each dataset, we defined ‘robust clusters’ as those that had highly similar match in the biological replicate. High similarity is defined as Pearson correlation coefficient greater than ^~^1.28 standard deviations from the mean for each dataset, corresponding to nominal p value of 0.1. Hierarchical clustering was performed on the identified robust clusters using the inter-cluster similarity matrix, where the similarity was defined as above using the Pearson correlation between the FC vectors. Using the vector of average expression vectors did not achieve similar result; specifically, using hierarchical clustering of the Euclidean distances between the clusters average expression vector retained the grouping of clusters based on origin tissue (Figure S3B). We then analyzed differential expression patterns for clusters belonging to each meta-cluster, excluding cell cycle clusters. For a given pair of clusters of interest, A and B in datasets X and Y respectively, we performed three differential expression analyses: (1) differential expression in A relative to other clusters in X, (2) differential expression in B relative to other clusters in Y, and (3) differential expression in A relative to B. In addition to average expression differences, we quantified the detection rate of gene X as proportion of cells where 1 or more reads was mapped to X and prioritized differentially expressed genes exhibiting also differential detection across conditions. This analysis was performed for the two replicates separately and the results interpreted jointly; a gene was deemed as overexpressed in cluster A in tissue X if it is overexpressed relative to other clusters in X as well as relative to B, in both replicates.

#### scRNaseq Contour Plots

Normalized scRNaseq expression measurements were visualized as contours, where zero (0) values were assigned random value drawn from a normal distribution centered around 0.

#### scRNaseq Violin Plots

Violin plots were used to visualize the scaled expression distribution per cluster or group of clusters, where scaled expression corresponds to Min-Max scaling of the normalized UMIs to the range of [0,1], i.e., *X_norm_* = (*X* −*X_min_* /*X_max_* −*X_min_*), where *X_min_* and *X_max_* are the minimum and maximum value, respectively, of each gene.

#### Reversed Graph Embedding

Trajectory analysis of TIL populations (group I and II, excluding group III Tregs) was performed using Monocle (version 2.9.0, parameters max_components = 2, method = DDRTree).

#### Gene Signature Definition

For each TIL subpopulation (group I Th1, group II Isc, group II nRes and group III Treg) we selected overexpressed genes exhibiting differential detection (as defined above) relative to all other TILs across both experiments (Table S3).

#### Correspondence to Human Data

Human liver cancer TIL scRNaseq counts were downloaded from GEO [GSE98638]. Non-CD4^+^ T cells were filtered based on the classification in the original publication (Zheng et al., 2017a). Human gene symbols were translated to Mouse gene symbols using package biomaRt (version 2.37.8). Pre-processing, clustering, and population matching analysis were applied as described above. Human melanoma TILs data scRNaseq counts were downloaded from GEO [GSE120575]. We selected CD4^+^ T cells as cells with at least one mapped read to CD4 and [CD3D or CD3E or CD3G], following the authors definition (Sade-Feldman et al., 2018). 108 out of 136 Isc signature genes were mapped to human gene symbols. The detection rate of each Isc signature gene (as defined above) in each lesion were used to assess differential detection across responders and non-responders. We used two-sided Wilcoxon test to quantify the significance of differential activation.

#### Correspondence with External Gene Signatures

Gene set enrichment analysis of immunologic gene signatures was performed using MSigDB (Liberzon et al., 2015) [C7: immunologic signatures database with clusterProfiler package (version 3.4.3). All other gene signatures were downloaded from the original publication’s supplementary materials. Correspondence to Tcmp signature was performed by differential expression of dLN *Ccr7*^+^ clusters n5–6 relative to other dLN and TIL (n1, n7–8, t1–7) rather than dLN subpopulations alone to satisfy the background conditions used in the original publication. The heterogeneity of the IL-27 co-inhibitory gene signature (Chihara et al., 2018) was evaluated by analyzing differential gene expression across Th1, Isc, and Treg TIL, indicating which genes are preferentially expressed in one subpopulation versus the others.

### DATA AND CODE AVAILABILITY

The accession number for the sequencing data (scRNAseq) reported in this paper is GEO:GSE124691.

The computational pipeline is available on https://github.com/asmagen/RobustSingleCell. The code is archived by Zenodo and can be cited via https://doi.org/10.5281/zenodo.3239269.

The pipeline requires access to Slurm high-performance computing core for efficient simulation analyses.

## Supplementary Material

1

2

3

4

5

6

7

8

## Figures and Tables

**Figure 1.**
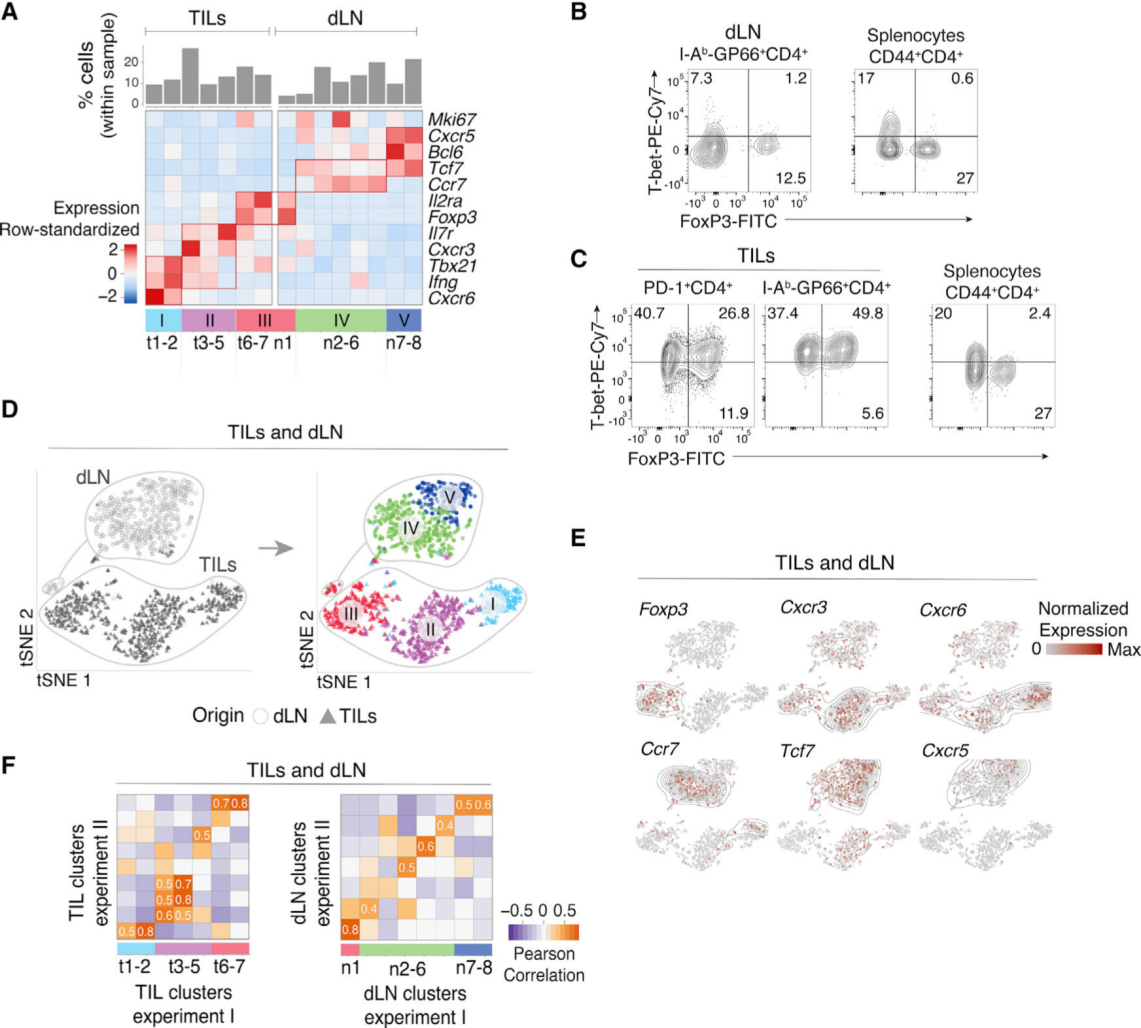
Characterization of CD4^+^ TIL, dLN, and Arm Transcriptomes by scRNA-Seq (A–D) TILs and dLN cells from wild-type (WT) mice at day 14 after MC38-GP injection analyzed by scRNA-seq and flow cytometry. (A) Heatmap shows row-standardized expression of selected genes across TIL and dLN clusters. Bar plot indicates the percentage of cells in each cluster relative to the total TIL or dLN cell number. (B) Flow cytometry contour plots of Foxp3 versus T-bet in CD44^hi^ GP66^+^ dLN cells (left) and in CD44^hi^CD4^+^ splenocytes from tumor-free control mice (right). (C) Flow cytometry contour plots of Foxp3 versus T-bet in PD-1^+^ and GP66^+^ TILs (left) and in CD44^hi^ CD4^+^ splenocytes from tumor-free control mice (right). (B and C) Data representative from 18 tumor-bearing mice analyzed in four separate experiments. (D) t-SNE display of TILs and dLN cells, shaded gray by tissue origin (left) or color coded by main group (right, as defined in A). (E) t-SNE (TIL and dLN cell positioning as shown in B) display of normalized expression levels of selected genes. (F) Heatmap shows Pearson correlation between cluster fold change vectors (as defined in the text) across the two replicate experiments for TILs (left) and dLN cells (right). See also Figures S1 and S2 and Tables S1 and S6.

**Figure 2.**
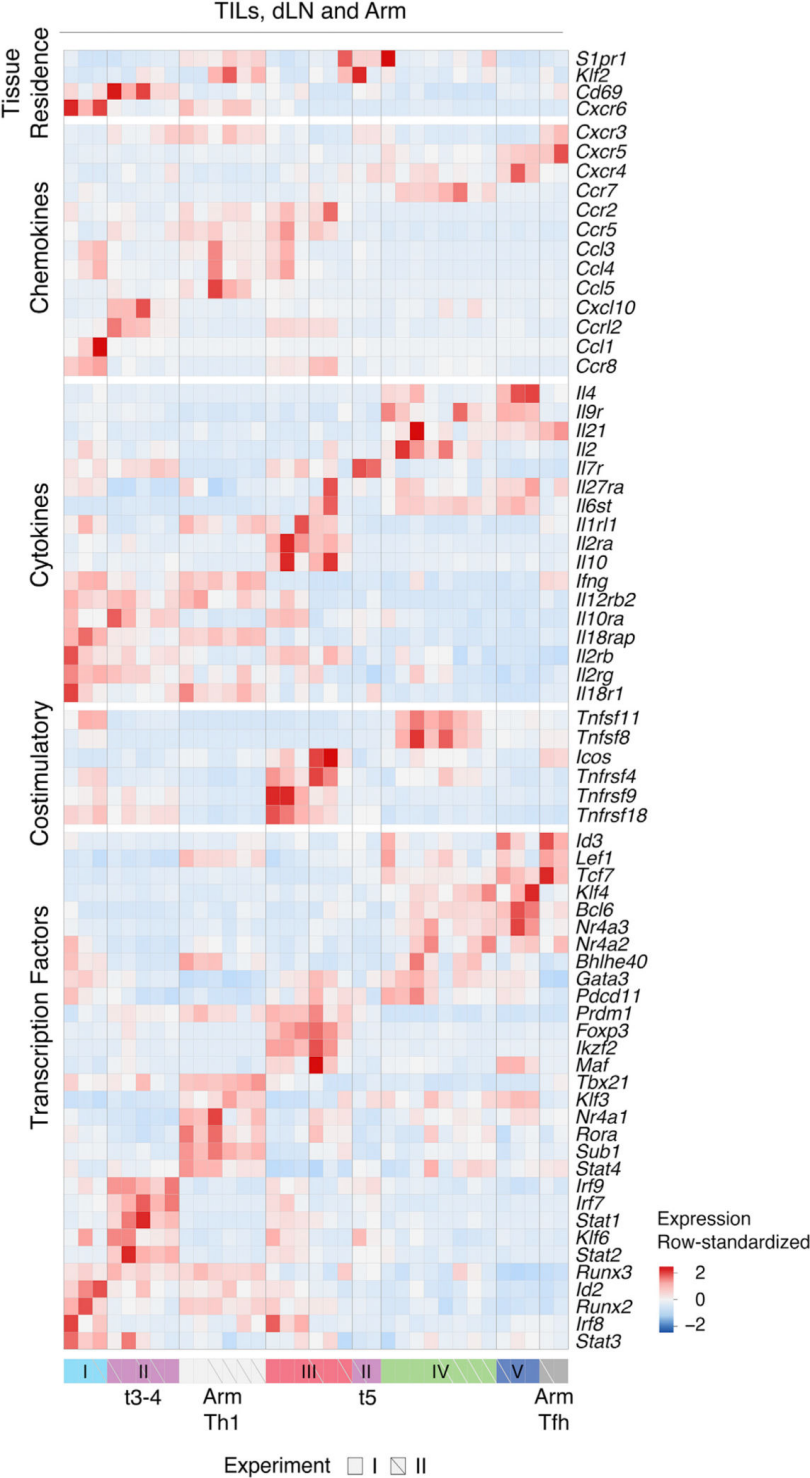
Transcriptomic Patterns of TILs, dLN Cells, and Arm Cells TILs, dLN cells, and Arm cells from replicate experiments I and II analyzed by scRNA-seq. Heatmap shows row-standardized expression of selected genes across clusters. Group II (purple) t5 separated into a distinct component from t3–4 (as defined in the text). Of note, high-level expression of T-bet and other genes in Arm cells (included in this dataset), reduces the Z score (row normalized) expression value for such genes in TILs or dLN cells, accounting for their apparent lower relative expression compared with that in Figures 1A and S2B. See also Figure S2 and Table S2.

**Figure 3.**
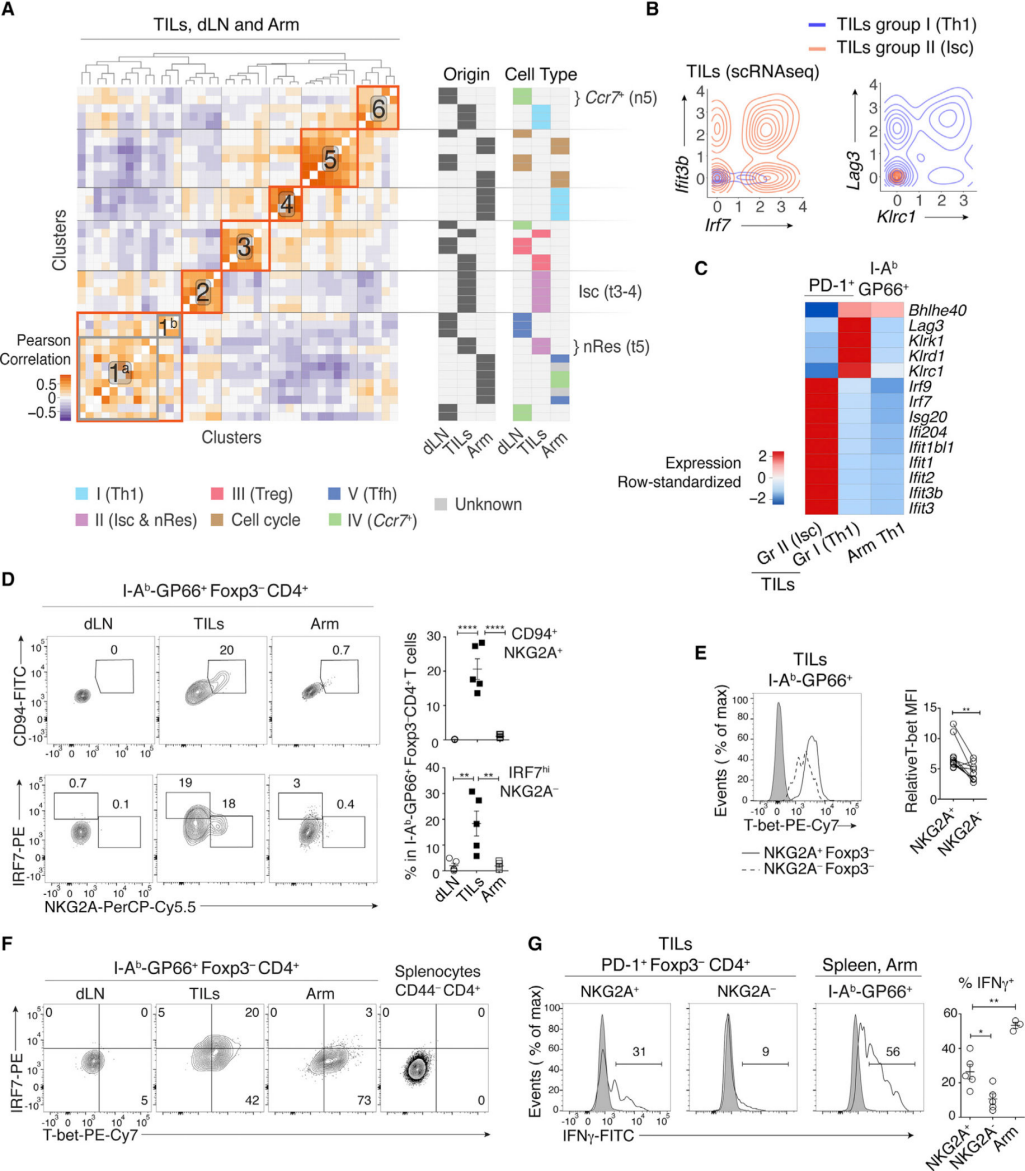
Th1-like Transcriptomic Patterns (A) Heatmap defines meta-clusters based on Pearson correlation among TIL, dLN, and Arm cluster fold change vectors (as defined in the text) (left). Tables show tissue origin and cell-type color code per cluster (right). (B and C) Comparison of TIL Th1 and Isc (clusters t1–2 and t3–4, respectively, as shown in Figure 1A), as well as Arm Th1 (as shown in Figures 2 and S2A). (B) Contour plots of Th1 (orange) and Isc (blue) TIL distribution according to scRNA-seq-detected normalized expression of *Irf7* versus *Ifit3b* (left) and *Klrc1* versus *Lag3* (right). (C) Heatmap shows row-standardized expression of differentially expressed genes across TIL group II Isc, TIL group I Th1, and Arm Th1. (D) (Left) Flow cytometry contour plots of NKG2A versus CD94 (top) or IRF7 (bottom) in Foxp3^−^GP66^+^ dLN, TIL, and Arm cells. (Right) Percentage of NKG2A^+^CD94^+^ cells (top) and IRF7^hi^ NKG2A^−^ cells (bottom) among Foxp3^−^GP66^+^ CD4^+^ T cells; each symbol represents an individual mouse. (E) Overlaid protein expression of T-bet in NKG2A^+^ and NKG2A^−^ Foxp3^−^GP66^+^ TILs (left). The graph on the right summarizes quantification (mean fluorescence intensity, MFI) of T-bet in each subset, expressed relative to naive CD4^+^ splenocytes from tumor-free control mice. Each symbol represents an individual mouse; lines indicate pairing. (F) Flow cytometry contour plots of T-bet versus IRF7 in Foxp3^−^GP66+ dLN, TILs, and Arm cells; data from naive CD4^+^ splenocytes from tumor-free control mice is shown as a control (right plot). (D–F) Each plot is representative from 10 tumor-bearing and 9 Arm-infected mice, analyzed in two separate experiments. Each symbol on summary graphs represents one mouse. (G) (Left) Overlaid protein expression of IFNγ in NKG2A^+^ versus NKG2A^−^ TILs and Arm cells. Data are shown for Foxp3^−^GP66+ cells (plain lines); expression on Foxp3^+^ cells is shown as a negative control (shaded gray). (Right) Graph shows the percentage of IFNγ^+^ cells out of NKG2A^+^ or NKG2A^−^ Foxp3^−^ TILs or of GP66^+^ Arm CD4^+^ T cells and summarizes a single experiment with 5 tumor-bearing and 3 Arm-infected mice. Data are representative of two such experiments, with 15 tumor-bearing and 5 Arm-infected mice. Each symbol on summary graphs represents one mouse. Two-tailed unpaired (D and G) or paired (E) t test; *p < 0.05, **p < 0.01, and ****p < 0.0001. See also Figure S3 and Table S2.

**Figure 4.**
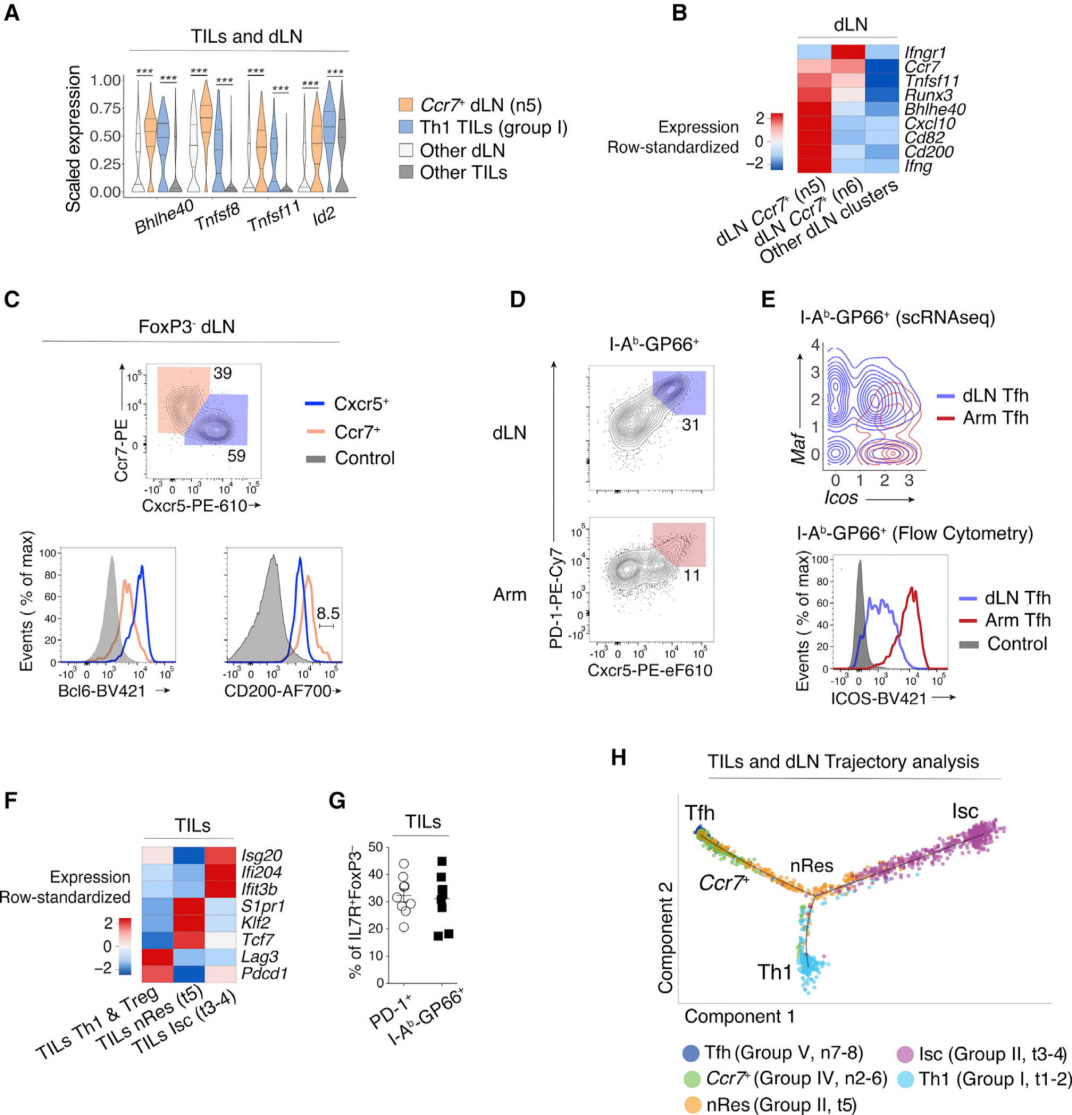
Transcriptomic Continuum between TIL and dLN Tumor-Reactive Cells (A) Violin plots of differentially expressed genes across TIL group I Th1 and dLN group IV *Ccr7*^+^ (clusters t1–2 and n5, respectively, as shown in Figure 1A), as well as all other TIL and dLN populations. Unpaired t-test; ***p < 0.001. (B) Heatmap shows row-standardized expression of differentially expressed genes across dLN *Ccr7*^+^ clusters (group IV n5–6) and other dLN clusters (Treg and Tfh clusters n1 and n7–8, respectively). (C) Flow cytometry contour plots of Cxcr5 versus Ccr7 in Foxp3^−^ dLN cells (top). Overlaid protein expression of Bcl6 and CD200 in Ccr7^+^ and Cxcr5^+^ dLN cells and naive CD4^+^ splenocytes from tumor-free control mice (bottom). Data are representative of 17 mice analyzed in three experiments. (D) Flow cytometry contour plots of Cxcr5 versus PD-1 in dLN and Arm cells. Data are representative of 10 mice analyzed in two experiments. (E) Contour plot of dLN (red, clusters n7–8) and Arm (blue) Tfh cell distribution according to scRNA-seq-detected normalized expression of *Icos* versus *Maf* (top).Overlaid protein expression of ICOS in dLN and Arm PD-1^+^Cxcr5^+^ (Tfh) cells and naive CD4^+^ splenocytes from tumor-free control mice (bottom). (F) Heatmap shows row-standardized expression of differentially expressed genes across TIL Isc and nRes clusters (as defined in the text, group II t3–4 and t5,respectively) and all other TIL clusters (Th1 and Treg clusters t1–2 and t6–7, respectively). (G) Percentage of IL7R^+^Foxp3^−^ cells out of total PD-1^+^ or GP66^+^ TILs. Nine mice analyzed in two experiments. (H) Trajectory analysis of PD-1^+^ TILs and GP66^+^ dLN cells, indicating individual cells’ assignment into a transcriptional continuum trajectory. nRes cluster (t5) is color coded orange in contrast to annotations in other figures. See also Figure S4 and Table S2.

**Figure 5.**
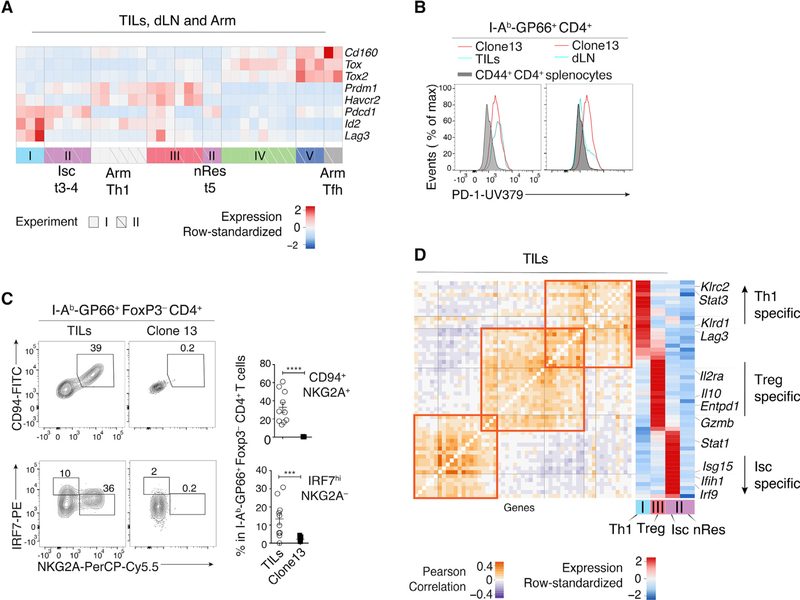
Dysfunction Transcriptomes of Th1, Isc, and Treg TILs (A) Heatmap shows row-standardized expression of selected exhaustion genes across TIL, dLN, and Arm clusters from replicate experiments I and II. (B) Overlaid protein expression of PD-1 in GP66^+^ clone 13 (red trace) and GP66^+^ TILs (left) or dLN cells (right) (cyan trace). Gray-shaded histograms show PD-1 expression on CD44^+^CD4^+^ splenocytes from tumor-free control mice. (C) Flow cytometry contour plots of NKG2A versus CD94 (top) or IRF7 (bottom) in TILs and clone 13 Foxp3^−^GP66^+^ T cells. Graphs on the right summarize data from two experiments; each symbol represents one mouse. Two-tailed unpaired t test; ***p < 0.001 and ****p < 0.0001. (B and C) Data are from 10 mice of each condition, analyzed on two separate experiments. (D) Analysis of interleukin-27 (IL-27) signature genes overlapping with TIL subpopulation-characteristic genes. Heatmaps show Pearson correlation (left) and row-standardized expression of overlapping genes across TIL Th1, Treg, Isc, and nRes cells (clusters t1–2, t6–7, t3–4, and t5, respectively, as shown in Figure 1A) (right). See also Figure S5 and Tables S3 and S4.

**Figure 6.**
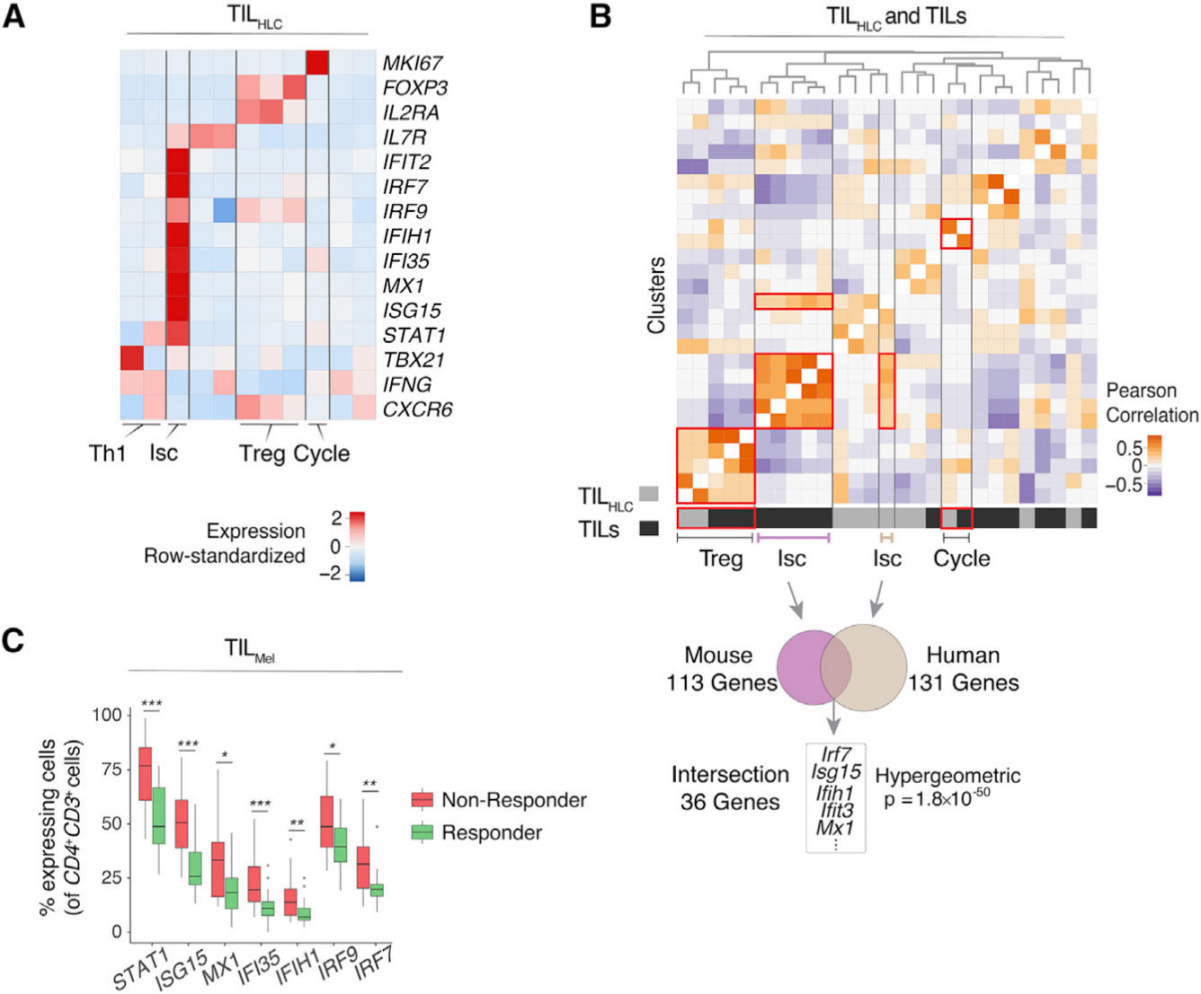
Correspondence to Human Data and Dysfunction Gene Signatures (A) Analysis of human liver cancer TIL_HLC_. Heatmap shows row-standardized expression of selected genes across TIL_HLC_ clusters. (B) Heatmap defines meta-clusters based on Pearson correlation between TIL_HLC_ and MC38-GP TIL clusters (top). Overlap of genes characteristic of human liver TIL Isc cluster with mouse TIL Isc gene signature (bottom). (C) Analysis of human melanoma TIL_Mel_. Boxplots show the percentage of cells expressing selected IFN signaling-characteristic genes in *CD4*^+^*CD3*^+^ cells across responding and non-responding lesions. Unpaired Wilcoxon test; *p < 0.05, **p < 0.01, and ***p < 0.001. See also Figure S6 and Table S5.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Anti-B220-V500 (Clone RA3–6B2)	BD Pharmigen	Cat# 561227; RRID:AB_10562193
Anti-Cxcr5-PE-eFluor 610 (Clone SPRCL5)	Thermofisher	Cat# 61–7185–82; RRID:AB_2574660
Anti-CD4-BUV737	BD Pharmigen	Cat# 564298, RRID:AB_2732918
Anti-TCRb-BV711	BD Pharmigen	Cat# 563135; RRID:AB_2629564
Anti-Thy1.1-FITC	Thermofisher	Cat# 11–0900–81; RRID:AB_465151
Anti-CD44-AF700	Thermofisher	Cat# 56–0441–82; RRID:AB_494011
Anti-PD-1-PECy7	Thermofisher	Cat# 25–9985–82; RRID:AB_10853805
Anti-CD8b-BUV395	BD Pharmigen	Cat# 563786; RRID:AB_2732919
Anti-CD45.2- BV786	BD Pharmigen	Cat# 563686; RRID:AB_2738375
Siglec F-BV510	BD Pharmigen	Cat# 740158; RRID:AB_2739911
NK1.1-BV510	BD Pharmigen	Cat# 563096; RRID:AB_2738002
CD11b-BV510	BD Pharmigen	Cat# 562950; RRID:AB_2737913
CD11c-BV510	BD Pharmigen	Cat# 562949; RRID:AB_2732056)
IL7R-APC	Thermofisher	Cat# 17–1271–82; RRID:AB_469435
Ccr7-PE	Thermofisher	Cat# 12–1979–42; RRID:AB_10670625
Ccr7-PE-Cy7	Thermofisher	Cat# 25–1971–82; RRID:AB_469652
Bcl6-BV421	BD Pharmigen	Cat# 563363; RRID:AB_2738159
Lag3-APC-ef780	Thermofisher	Cat# 47–2231–82; RRID:AB_2637323
Foxp3-ef450	Thermofisher	Cat# 48–5773–82; RRID:AB_1518812
Foxp3-AF488	Thermofisher	Cat# 53–5773–82; RRID:AB_763537
Granzyme B-PE	Innovative Research	Cat# MHGB04; RRID:AB_10372671
Tbet-PE-Cy7	Thermofisher	Cat# 25–5825–82; RRID:AB_11042699
CD200-APC-R700	BD Pharmigen	Cat# 565546; RRID:AB_2739288
CD39-super bright 600	Thermofisher	Cat# 63–0391–82; RRID:AB_2717037
IRF7-PE	Thermofisher	Cat# 12–5829–82; RRID:AB_2572629
CD278-BV421	BioLegend	Cat# 313523; RRID:AB_2562538
PD-1-PE-Cy7	Thermofisher	Cat# 25–9985–82; RRID:AB_10853805
PD-1-BU395	BD Pharmigen	Cat# 744549; RRID:AB_2742320
TIM3-PE	BioLegend	Cat# 119704; RRID:AB_345378
CD94-FITC	Thermofisher	Cat# 11–0941–82; RRID:AB_465161
NKG2A/NKG2C/NKG2E-Percp-ef710	Thermofisher	Cat# 46–5896–82; RRID:AB_10853352
IFNγ-FITC	BioLegend	Cat# 505806; RRID:AB_315400
Bacterial and Virus Strains		
LCMV Armstrong	McGavern Lab	
LCMV Clone 13	McGavern Lab	
Biological Samples		
MC38 tumor samples	This paper	
MC38-GP tumor samples	This paper	
Chemicals, Peptides, and Recombinant Proteins		
I-A^b^ LCMV GP66–77 (DIYKGVYQKSV) tetramer-PE	NIH tetramer facility	
H-2D^b^ LCMV GP33–42 (KAVYNFATM) tetramer- APC	NIH tetramer facility	
PMA	Sigma-Aldrich	Cat# P8139
Ionomycin	Sigma-Aldrich	Cat# I 0634–1mg
DAPI (4’,6-Diamidino-2-Phenylindole, Dihydrochloride)	Life Technologies	Cat# D1306
Protein Transport Inhibitor	BD Pharmigen	Cat# 554724
I-A^b^ *Toxoplasma gondii* AS15 (KAVYNFATM) tetramer-ef450	NIH tetramer facility	
Critical Commercial Assays		
eBioscience Transcription Staining Buffer Set	Invitrogen	Cat# 00–5523–00
Fixable Viability Dye UV	Invitrogen	Cat# 65–0868–18
Deposited Data		
scRNaseq: single cell expression profiles of CD4^+^ T cells	This paper	GSE124691
scRNaseq of Human liver cancer TILs	Zheng et al., 2017a	GSE98638
scRNaseq of Human melanoma TILs	Sade-Feldman et al., 2018	GSE120575
Experimental Models: Cell Lines		
MC38-GP murine colon cancer cell lines	This paper	
MC38 murine colon cancer cell lines	Jack Greiner’s lab	
Experimental Models: Organisms/Strains		
C57BL/6Ncr (CD45.2)	Charles River	Charles River 556
Oligonucleotides		
LCMV-GP-F: 5′ GGATCC ATGGGTCAGATTGTGACAATGTTTG 3′	This paper	
LCMV-GP-R: 5′ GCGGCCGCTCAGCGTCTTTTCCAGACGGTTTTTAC 3′	This paper	
Recombinant DNA		
pMRX	Saitoh, 2002	
pHCMV-LCMV-Arm53b	Sena-Esteves, 2004	Addgene 15796
Software and Algorithms		
RobustSingleCell	This paper	https://github.com/asmagen/RobustSingleCell
Flowjo 10.0	Flowjo	https://www.flowjo.com
10X Genomics Cellranger toolkit v2.0.1	10X Genomics	http://software.10xgenomics.com/single-cell/overview/welcome
Prism 7	Graphpad	https://www.graphpad.com/scientific-software/prism/
R	R	https://www.r-project.org
Seurat cell alignment v2.0.1	Butler et al., 2018	https://satijalab.org/seurat/immune_alignment.html

## References

[R1] AarntzenEH, De VriesIJ, LesterhuisWJ, SchuurhuisD, JacobsJF, BolK, SchreibeltG, MusR, De WiltJH, HaanenJB, (2013). Targeting CD4(+) T-helper cells improves the induction of antitumor responses in dendritic cell-based vaccination. Cancer Res 73, 19–29.2308705810.1158/0008-5472.CAN-12-1127

[R2] AgataY, KawasakiA, NishimuraH, IshidaY, TsubataT, YagitaH, and HonjoT (1996). Expression of the PD-1 antigen on the surface of stimulated mouse T and B lymphocytes. Int. Immunol 8, 765–772.867166510.1093/intimm/8.5.765

[R3] AhmadzadehM, PasettoA, JiaL, DenigerDC, StevanovićS, RobbinsPF, and RosenbergSA (2019). Tumor-infiltrating human CD4^+^ regulatory T cells display a distinct TCR repertoire and exhibit tumor and neoantigen reactivity. Sci. Immunol 4, eaao4310.3063535510.1126/sciimmunol.aao4310PMC6685542

[R4] AhrendsT, SpanjaardA, PilzeckerB, BabalaN, BovensA, XiaoY, JacobsH, and BorstJ (2017). CD4^+^ T Cell Help Confers a Cytotoxic T Cell Effector Program Including Coinhibitory Receptor Downregulation and Increased Tissue Invasiveness. Immunity 47, 848–861.2912679810.1016/j.immuni.2017.10.009

[R5] AlspachE, LussierDM, and SchreiberRD (2019). Interferon γ and Its Important Roles in Promoting and Inhibiting Spontaneous and Therapeutic Cancer Immunity. Cold Spring Harb. Perspect. Biol 11, a028480.2966179110.1101/cshperspect.a028480PMC6396335

[R6] AziziE, CarrAJ, PlitasG, CornishAE, KonopackiC, PrabhakaranS, NainysJ, WuK, KiseliovasV, SettyM, (2018). Single-Cell Map of Diverse Immune Phenotypes in the Breast Tumor Microenvironment. Cell 174, 1293–1308.2996157910.1016/j.cell.2018.05.060PMC6348010

[R7] BeattyG, and PatersonY (2001). IFN-gamma-dependent inhibition of tumor angiogenesis by tumor-infiltrating CD4+ T cells requires tumor responsiveness to IFN-gamma. J. Immunol 166, 2276–2282.1116028210.4049/jimmunol.166.4.2276

[R8] BelkaidY, MendezS, LiraR, KadambiN, MilonG, and SacksD (2000). A natural model of Leishmania major infection reveals a prolonged “silent” phase of parasite amplification in the skin before the onset of lesion formation and immunity. J. Immunol 165, 969–977.1087837310.4049/jimmunol.165.2.969

[R9] BluestoneJA, MackayCR, O’SheaJJ, and StockingerB (2009). The functional plasticity of T cell subsets. Nat. Rev. Immunol 9, 811–816.1980947110.1038/nri2654PMC3075537

[R10] BonoMR, FernándezD, Flores-SantibáñezF, RosemblattM, and SaumaD (2015). CD73 and CD39 ectonucleotidases in T cell differentiation: Beyond immunosuppression. FEBS Lett. 589, 3454–3460.2622642310.1016/j.febslet.2015.07.027

[R11] BorstJ, AhrendsT, Bąba1aN, MeliefCJM, and KastenmullerW (2018). CD4^+^ T cell help in cancer immunology and immunotherapy. Nat. Rev. Immunol 18, 635–647.3005741910.1038/s41577-018-0044-0

[R12] BosR, and ShermanLA (2010). CD4+ T-cell help in the tumor milieu is required for recruitment and cytolytic function of CD8+ T lymphocytes. Cancer Res. 70, 8368–8377.2094039810.1158/0008-5472.CAN-10-1322PMC2970736

[R13] BrummelmanJ, MazzaEMC, AlvisiG, ColomboFS, GrilliA, MikulakJ, MavilioD, AlloisioM, FerrariF, LopciE, (2018). High-dimensional single cell analysis identifies stem-like cytotoxic CD8^+^ T cells infiltrating human tumors. J. Exp. Med 215, 2520–2535.3015426610.1084/jem.20180684PMC6170179

[R14] BujaA, and EyubogluN (1992). Remarks on Parallel Analysis. Multivariate Behav. Res. 27, 509–540.10.1207/s15327906mbr2704_226811132

[R15] ButlerA, HoffmanP, SmibertP, PapalexiE, and SatijaR (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol 36, 411–420.2960817910.1038/nbt.4096PMC6700744

[R16] CarlsonCM, EndrizziBT, WuJ, DingX, WeinreichMA, WalshER, WaniMA, LingrelJB, HogquistKA, and JamesonSC (2006). Kruppel-like factor 2 regulates thymocyte and T-cell migration. Nature 442, 299–302.1685559010.1038/nature04882

[R17] CarmiY, SpitzerMH, LindeIL, BurtBM, PrestwoodTR, PerlmanN, DavidsonMG, KenkelJA, SegalE, PusapatiGV, (2015). Allogeneic IgG combined with dendritic cell stimuli induce antitumour T-cell immunity. Nature 521, 99–104.2592406310.1038/nature14424PMC4877172

[R18] ChaoJL, and SavagePA (2018). Unlocking the Complexities of Tumor-Associated Regulatory T Cells. J. Immunol 200, 415–421.2931138310.4049/jimmunol.1701188PMC5763514

[R19] ChiharaN, MadiA, KondoT, ZhangH, AcharyaN, SingerM, NymanJ, MarjanovicND, KowalczykMS, WangC, (2018). Induction and transcriptional regulation of the co-inhibitory gene module in T cells. Nature 558, 454–459.2989944610.1038/s41586-018-0206-zPMC6130914

[R20] CiucciT, VacchioMS, GaoY, Tomassoni ArdoriF, CandiaJ, MehtaM, ZhaoY, TranB, PepperM, TessarolloL, (2019). The Emergence and Functional Fitness of Memory CD4^+^ T Cells Require the Transcription Factor Thpok. Immunity 50, 91–105.3063873610.1016/j.immuni.2018.12.019PMC6503975

[R21] CorbettTH, GriswoldDPJr., RobertsBJ, PeckhamJC, and SchabelFMJr. (1975). Tumor induction relationships in development of transplantable cancers of the colon in mice for chemotherapy assays, with a note on carcinogen structure. Cancer Res. 35, 2434–2439.1149045

[R22] CousensLP, PetersonR, HsuS, DornerA, AltmanJD, AhmedR, and BironCA (1999). Two roads diverged: interferon α/β- and interleukin 12-mediated pathways in promoting T cell interferon g responses during viral infection. J. Exp. Med 189, 1315–1328.1020904810.1084/jem.189.8.1315PMC2193028

[R23] CrawfordA, AngelosantoJM, KaoC, DoeringTA, OdorizziPM, BarnettBE, and WherryEJ (2014). Molecular and transcriptional basis of CD4^+^ T cell dysfunction during chronic infection. Immunity 40, 289–302.2453005710.1016/j.immuni.2014.01.005PMC3990591

[R24] CrottyS (2015). A brief history of T cell help to B cells. Nat. Rev. Immunol 15, 185–189.2567749310.1038/nri3803PMC4414089

[R25] CrottyS (2019). T Follicular Helper Cell Biology: A Decade of Discovery and Diseases. Immunity 50, 1132–1148.3111701010.1016/j.immuni.2019.04.011PMC6532429

[R26] De SimoneM, ArrigoniA, RossettiG, GruarinP, RanzaniV, PolitanoC, BonnalRJP, ProvasiE, SarnicolaML, PanzeriI, (2016). Transcriptional Landscape of Human Tissue Lymphocytes Unveils Uniqueness of Tumor-Infiltrating T Regulatory Cells. Immunity 45, 1135–1147.2785191410.1016/j.immuni.2016.10.021PMC5119953

[R27] DeNardoDG, BarretoJB, AndreuP, VasquezL, TawfikD, KolhatkarN, and CoussensLM (2009). CD4(+) T cells regulate pulmonary metastasis of mammary carcinomas by enhancing protumor properties of macrophages. Cancer Cell 16, 91–102.1964722010.1016/j.ccr.2009.06.018PMC2778576

[R28] DuhenT, DuhenR, MontlerR, MosesJ, MoudgilT, de MirandaNF, GoodallCP, BlairTC, FoxBA, McDermottJE, (2018). Co-expression of CD39 and CD103 identifies tumor-reactive CD8 T cells in human solid tumors. Nat. Commun. 9, 2724.3000656510.1038/s41467-018-05072-0PMC6045647

[R29] GajewskiTF, SchreiberH, and FuYX (2013). Innate and adaptive immune cells in the tumor microenvironment. Nat. Immunol 14, 1014–1022.2404812310.1038/ni.2703PMC4118725

[R30] GattinoniL, ZhongXS, PalmerDC, JiY, HinrichsCS, YuZ, WrzesinskiC, BoniA, CassardL, GarvinLM, (2009). Wnt signaling arrests effector T cell differentiation and generates CD8+ memory stem cells. Nat. Med 15, 808–813.1952596210.1038/nm.1982PMC2707501

[R31] GroverHS, BlanchardN, GonzalezF, ChanS, RobeyEA, and ShastriN (2012). The Toxoplasma gondii peptide AS15 elicits CD4 T cells that can control parasite burden. Infect. Immun 80, 3279–3288.2277809710.1128/IAI.00425-12PMC3418726

[R32] HaberAL, BitonM, RogelN, HerbstRH, ShekharK, SmillieC, BurginG, DeloreyTM, HowittMR, KatzY, (2017). A single-cell survey of the small intestinal epithelium. Nature 551, 333–339.2914446310.1038/nature24489PMC6022292

[R33] HunderNN, WallenH, CaoJ, HendricksDW, ReillyJZ, RodmyreR, JungbluthA, GnjaticS, ThompsonJA, and YeeC (2008). Treatment of metastatic melanoma with autologous CD4+ T cells against NY-ESO-1. N. Engl. J. Med 358, 2698–2703.1856586210.1056/NEJMoa0800251PMC3277288

[R34] IkushimaH, NegishiH, and TaniguchiT (2013). The IRF family transcription factors at the interface of innate and adaptive immune responses. Cold Spring Harb. Symp. Quant. Biol 78, 105–116.2409246810.1101/sqb.2013.78.020321

[R35] ImSJ, HashimotoM, GernerMY, LeeJ, KissickHT, BurgerMC, ShanQ, HaleJS, LeeJ, NastiTH, (2016). Defining CD8+ T cells that provide the proliferative burst after PD-1 therapy. Nature 537, 417–421.2750124810.1038/nature19330PMC5297183

[R36] IwataS, MikamiY, SunHW, BrooksSR, JankovicD, HiraharaK, OnoderaA, ShihHY, KawabeT, JiangK, (2017). The Transcription Factor T-bet Limits Amplification of Type I IFN Transcriptome and Circuitry in T Helper 1 Cells. Immunity 46, 983–991.2862308610.1016/j.immuni.2017.05.005PMC5523825

[R37] JeannetG, BoudousquiéC, GardiolN, KangJ, HuelskenJ, and HeldW (2010). Essential role of the Wnt pathway effector Tcf-1 for the establishment of functional CD8 T cell memory. Proc. Natl. Acad. Sci. USA 107, 9777–9782.2045790210.1073/pnas.0914127107PMC2906901

[R38] JoshiNS, and KaechSM (2008). Effector CD8 T cell development: a balancing act between memory cell potential and terminal differentiation. J. Immunol 180, 1309–1315.1820902410.4049/jimmunol.180.3.1309

[R39] KammertoensT, FrieseC, ArinaA, IdelC, BriesemeisterD, RotheM, IvanovA, SzymborskaA, PatoneG, KunzS, (2017). Tumour ischaemia by interferon-γ resembles physiological blood vessel regression. Nature 545, 98–102.2844546110.1038/nature22311PMC5567674

[R40] KowalczykMS, TiroshI, HecklD, RaoTN, DixitA, HaasBJ, SchneiderRK, WagersAJ, EbertBL, and RegevA (2015). Single-cell RNA-seq reveals changes in cell cycle and differentiation programs upon aging of hematopoietic stem cells. Genome Res. 25, 1860–1872.2643006310.1101/gr.192237.115PMC4665007

[R41] KurtulusS, MadiA, EscobarG, KlapholzM, NymanJ, ChristianE, PawlakM, DionneD, XiaJ, Rozenblatt-RosenO, (2019). Checkpoint Blockade Immunotherapy Induces Dynamic Changes in PD-1^−^CD8^+^ Tumor-Infiltrating T Cells. Immunity 50, 181–194.3063523610.1016/j.immuni.2018.11.014PMC6336113

[R42] LevineJH, SimondsEF, BendallSC, DavisKL, Amir, el-AD, TadmorMD, LitvinO, FienbergHG, JagerA, ZunderER, (2015). Data-Driven Phenotypic Dissection of AML Reveals Progenitor-like Cells that Correlate with Prognosis. Cell 162, 184–197.2609525110.1016/j.cell.2015.05.047PMC4508757

[R43] LiberzonA, BirgerC, ThorvaldsdóttirH, GhandiM, MesirovJP, and TamayoP (2015). The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst. 1, 417–425.2677102110.1016/j.cels.2015.12.004PMC4707969

[R44] MackayLK, and KalliesA (2017). Transcriptional Regulation of Tissue-Resident Lymphocytes. Trends Immunol 38, 94–103.2793945110.1016/j.it.2016.11.004

[R45] MalandroN, BudhuS, KuhnNF, LiuC, MurphyJT, CortezC, ZhongH, YangX, RizzutoG, Altan-BonnetG, (2016). Clonal Abundance of Tumor-Specific CD4(+) T Cells Potentiates Efficacy and Alters Susceptibility to Exhaustion. Immunity 44, 179–193.2678992310.1016/j.immuni.2015.12.018PMC4996670

[R46] MalchowS, LeventhalDS, NishiS, FischerBI, ShenL, PanerGP, AmitAS, KangC, GeddesJE, AllisonJP, (2013). Aire-dependent thymic development of tumor-associated regulatory T cells. Science 339, 1219–1224.2347141210.1126/science.1233913PMC3622085

[R47] MatloubianM, ConcepcionRJ, and AhmedR (1994). CD4+ T cells are required to sustain CD8+ cytotoxic T-cell responses during chronic viral infection. J. Virol. 68, 8056–8063.796659510.1128/jvi.68.12.8056-8063.1994PMC237269

[R48] MumbergD, MonachPA, WanderlingS, PhilipM, ToledanoAY, SchreiberRD, and SchreiberH (1999). CD4(+) T cells eliminate MHC class II-negative cancer cells in vivo by indirect effects of IFN-gamma. Proc. Natl. Acad. Sci. USA 96, 8633–8638.1041192710.1073/pnas.96.15.8633PMC17568

[R49] NishSA, ZensKD, KratchmarovR, LinWW, AdamsWC, ChenYH, YenB, RothmanNJ, BhandoolaA, XueHH, (2017). CD4+ T cell effector commitment coupled to self-renewal by asymmetric cell divisions. J. Exp. Med 214, 39–47.2792390610.1084/jem.20161046PMC5206501

[R50] OldstoneMB (2002). Biology and pathogenesis of lymphocytic choriomeningitis virus infection. Curr. Top. Microbiol. Immunol 263, 83–117.1198782210.1007/978-3-642-56055-2_6

[R51] OttPA, HuZ, KeskinDB, ShuklaSA, SunJ, BozymDJ, ZhangW, LuomaA, Giobbie-HurderA, PeterL, (2017). An immunogenic personal neoantigen vaccine for patients with melanoma. Nature 547, 217–221.2867877810.1038/nature22991PMC5577644

[R52] PepperM, and JenkinsMK (2011). Origins of CD4(+) effector and central memory T cells. Nat. Immunol 12, 467–471.2173966810.1038/ni.2038PMC4212218

[R53] PlitasG, KonopackiC, WuK, BosPD, MorrowM, PutintsevaEV, ChudakovDM, and RudenskyAY (2016). Regulatory T Cells Exhibit Distinct Features in Human Breast Cancer. Immunity 45, 1122–1134.2785191310.1016/j.immuni.2016.10.032PMC5134901

[R54] QinZ, and BlankensteinT (2000). CD4+ T cell–mediated tumor rejection involves inhibition of angiogenesis that is dependent on IFN gamma receptor expression by nonhematopoietic cells. Immunity 12, 677–686.1089416710.1016/s1074-7613(00)80218-6

[R55] RibasA, and WolchokJD (2018). Cancer immunotherapy using checkpoint blockade. Science 359, 1350–1355.2956770510.1126/science.aar4060PMC7391259

[R56] RosenbergSA, and RestifoNP (2015). Adoptive cell transfer as personalized immunotherapy for human cancer. Science 348, 62–68.2583837410.1126/science.aaa4967PMC6295668

[R57] Sade-FeldmanM, YizhakK, BjorgaardSL, RayJP, de BoerCG, JenkinsRW, LiebDJ, ChenJH, FrederickDT, Barzily-RokniM, (2018). Defining T Cell States Associated with Response to Checkpoint Immunotherapy in Melanoma. Cell 175, 998–1013.3038845610.1016/j.cell.2018.10.038PMC6641984

[R58] SaitohT, (2002). Lymphotoxin-L receptor mediates NEMO-independent NF-UB activation. FEBS 532, 45–51.10.1016/s0014-5793(02)03622-012459460

[R59] SakaguchiS, YamaguchiT, NomuraT, and OnoM (2008). Regulatory T cells and immune tolerance. Cell 133, 775–787.1851092310.1016/j.cell.2008.05.009

[R60] Sena-EstevesM, (2004). Optimized large-scale production of high titer lentivirus vector pseudotypes. Journal of Virological Methods.10.1016/j.jviromet.2004.08.01715542136

[R61] SiddiquiI, SchaeubleK, ChennupatiV, Fuertes MarracoSA, Calderon-CopeteS, Pais FerreiraD, CarmonaSJ, ScarpellinoL, GfellerD, PradervandS, (2019). Intratumoral Tcf1^+^PD-1^+^CD8^+^ T Cells with Stem-like Properties Promote Tumor Control in Response to Vaccination and Checkpoint Blockade Immunotherapy. Immunity 50, 195–211.3063523710.1016/j.immuni.2018.12.021

[R62] SimoniY, BechtE, FehlingsM, LohCY, KooSL, TengKWW, YeongJPS, NaharR, ZhangT, KaredH, (2018). Bystander CD8^+^ T cells are abundant and phenotypically distinct in human tumour infiltrates. Nature 557, 575–579.2976972210.1038/s41586-018-0130-2

[R63] SnellLM, McGahaTL, and BrooksDG (2017). Type I Interferon in Chronic Virus Infection and Cancer. Trends Immunol. 38, 542–557.2857932310.1016/j.it.2017.05.005PMC8059441

[R64] SubramanianA, TamayoP, MoothaVK, MukherjeeS, EbertBL, GilletteMA, PaulovichA, PomeroySL, GolubTR, LanderES, and MesirovJP (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA 102, 15545–15550.1619951710.1073/pnas.0506580102PMC1239896

[R65] SunH, LuB, LiRQ, FlavellRA, and TanejaR (2001). Defective T cell activation and autoimmune disorder in Stra13-deficient mice. Nat. Immunol 2, 1040–1047.1166833910.1038/ni721

[R66] TanakaA, and SakaguchiS (2017). Regulatory T cells in cancer immunotherapy. Cell Res. 27, 109–118.2799590710.1038/cr.2016.151PMC5223231

[R67] ThommenDS, and SchumacherTN (2018). T Cell Dysfunction in Cancer. Cancer Cell 33, 547–562.2963494310.1016/j.ccell.2018.03.012PMC7116508

[R68] TianL, GoldsteinA, WangH, Ching LoH, Sun KimI, WelteT, ShengK, DobroleckiLE, ZhangX, PutluriN, (2017). Mutual regulation of tumour vessel normalization and immunostimulatory reprogramming. Nature 544, 250–254.2837179810.1038/nature21724PMC5788037

[R69] TranE, TurcotteS, GrosA, RobbinsPF, LuYC, DudleyME, WunderlichJR, SomervilleRP, HoganK, HinrichsCS, (2014). Cancer immunotherapy based on mutation-specific CD4+ T cells in a patient with epithelial cancer. Science 344, 641–645.2481240310.1126/science.1251102PMC6686185

[R70] TrapnellC, CacchiarelliD, GrimsbyJ, PokharelP, LiS, MorseM, LennonNJ, LivakKJ, MikkelsenTS, and RinnJL (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat. Biotechnol 32, 381–386.2465864410.1038/nbt.2859PMC4122333

[R71] van der MaatenL (2014). Accelerating t-SNE using Tree-Based Algorithms. J. Mach. Learn. Res 15, 3221–3245.

[R72] van der MaatenL, and HintonG (2008). Visualizing Data using t-SNE. J. Mach. Learn. Res 9, 2579–2605.

[R73] WangL, WildtKF, CastroE, XiongY, FeigenbaumL, TessarolloL, and BosselutR (2008). The zinc finger transcription factor Zbtb7b represses CD8-lineage gene expression in peripheral CD4+ T cells. Immunity 29, 876–887.1906231910.1016/j.immuni.2008.09.019PMC3392968

[R74] WeiSC, LevineJH, CogdillAP, ZhaoY, AnangNAS, AndrewsMC, SharmaP, WangJ, WargoJA, PéerD, and AllisonJP (2017). Distinct Cellular Mechanisms Underlie Anti-CTLA-4 and Anti-PD-1 Checkpoint Blockade. Cell 170, 1120–1133.e17.2880372810.1016/j.cell.2017.07.024PMC5591072

[R75] WherryEJ, and KurachiM (2015). Molecular and cellular insights into T cell exhaustion. Nat. Rev. Immunol 15, 486–499.2620558310.1038/nri3862PMC4889009

[R76] WuT, JiY, MosemanEA, XuHC, ManglaniM, KirbyM, AndersonSM, HandonR, KenyonE, ElkahlounA, (2016). The TCF1-Bcl6 axis counteracts type I interferon to repress exhaustion and maintain T cell stemness. Sci. Immunol 1, eaai8593.2801899010.1126/sciimmunol.aai8593PMC5179228

[R77] YuF, SharmaS, JankovicD, GurramRK, SuP, HuG, LiR, RiederS, ZhaoK, SunB, and ZhuJ (2018). The transcription factor Bhlhe40 is a switch of inflammatory versus antiinflammatory Th1 cell fate determination. J. Exp. Med 215, 1813–1821.2977364310.1084/jem.20170155PMC6028509

[R78] ZhangL, YuX, ZhengL, ZhangY, LiY, FangQ, GaoR, KangB, ZhangQ, HuangJY, (2018). Lineage tracking reveals dynamic relationships of T cells in colorectal cancer. Nature 564, 268–272.3047938210.1038/s41586-018-0694-x

[R79] ZhengC, ZhengL, YooJK, GuoH, ZhangY, GuoX, KangB, HuR, HuangJY, ZhangQ, (2017a). Landscape of Infiltrating T Cells in Liver Cancer Revealed by Single-Cell Sequencing. Cell 169, 1342–1356.2862251410.1016/j.cell.2017.05.035

[R80] ZhengGX, TerryJM, BelgraderP, RyvkinP, BentZW, WilsonR, ZiraldoSB, WheelerTD, McDermottGP, ZhuJ, (2017b). Massively parallel digital transcriptional profiling of single cells. Nat. Commun 8, 14049.2809160110.1038/ncomms14049PMC5241818

[R81] ZhouX, YuS, ZhaoDM, HartyJT, BadovinacVP, and XueHH (2010). Differentiation and persistence of memory CD8(+) T cells depend on T cell factor 1. Immunity 33, 229–240.2072779110.1016/j.immuni.2010.08.002PMC2928475

[R82] ZhuJ, YamaneH, and PaulWE (2010). Differentiation of effector CD4 T cell populations (*). Annu. Rev. Immunol 28, 445–489.2019280610.1146/annurev-immunol-030409-101212PMC3502616

How the deposited data were processed for this re-analysis (not part of the article)

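The deposited data were scRNA-seq matrices of 7 libraries: TIL, dLN and Arm in 2 replicates each and Arm IL7R- in 1 replicate. The authors prepared the libraries with the 10x Genomics 3' v2 chemistry, aligned the reads to mm10 with Cell Ranger and deposited whole-number UMI counts for each gene and barcode. These counts carried no normalization. The matrices hold the barcodes that Cell Ranger took as cells, before the filters of the study. Genes were placed by an annotation of GRCm38, which is the assembly also called mm10, and all 87 named genes were matched by identifier.

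Cells were kept with at least 500 detected genes, at most 10% of UMIs on the 13 mitochondrial genes, and genes and UMIs not above the 98th quantile of the library. Cells with UMIs of at least 2 B cell markers or at least 2 myeloid markers were removed, and no other doublet caller was used. The cells used numbered 9304, and the totals and medians of their UMIs limit what the shares and levels can show. Intervals and limits given with shares cover counting error only.

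Each library was normalized to 10000 UMIs per cell on the ln scale. Variable genes were taken within 20 bins of mean expression, and principal components without scaling of the genes were kept where they exceeded 20 permutations. The graph of nearest neighbors, with the study's number of neighbors, was weighted by shared neighbors and divided by the Louvain method of python-igraph 0.11.9. Clusters were named by marker scores: a name needed a score of at least 0.5 and a margin of 0.02 over the next name. The use of unscaled components, these limits and the rule for contaminants were chosen after clusters had been looked at. A cluster also stayed unnamed if its leading genes held more markers of another class, or if too few of its markers or UMIs were detected. Names by score alone left out the rule on leading genes. In TIL replicate 2 this raised Isc-like cells from 168 to 472 and nRes-like cells from 166 to 311. Clusters left unnamed held 10.8% and 8.16% of dLN cells in replicates 1 and 2, 15.9% and 40.0% of TIL cells and 36.2% and 53.4% of Arm cells. The single genes tested between classes by edgeR were kept out of clustering and naming, apart from Il7r, a marker of the nRes-like class that was tested in other classes. Other genes of Tables S2 to S4 were not kept out. The genes that named a class were not tested in it.

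UMIs were summed per library, or per library and class with at least 20 cells. Sums were fitted with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filter filterByExpr and the quasi-likelihood test, and p was adjusted over all genes tested by the Benjamini-Hochberg method. All libraries, or all classes, entered 1 fit and shared 1 estimate of the spread, because no group had more than 2 libraries. The comparison of a class with the other classes of its tissue left out cycling and unnamed cells and weighted the other classes equally on the log scale. The log2 fold change of each replicate was computed with a pseudocount of 1 CPM. DESeq2 1.42.0 was the other tool. The Isc list was tested with fry and camera of limma 3.58.1. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 were used for the rest.

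The methods of the paper place the samples of a replicate in the same experiment, so the replicate number pairs samples of TIL, dLN and Arm. Deviations of the libraries from their group means correlated across 10682 genes at 0.0612 between TIL and dLN, 0.201 between TIL and Arm and 0.0614 between dLN and Arm. The replicate number was therefore a term of the fit (a block) only as an alternative.

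The samples, comparisons, tests, marker lists, gene lists and most alternatives were set before the data were examined. The named genes were, by a rule fixed then, those of the comparisons, those the text of the paper names for the scRNA-seq data, the genes of Table S6 and, in each tissue comparison, the 5 genes with the largest log2 fold change in each direction. Those 5 had to pass the threshold, keep their sign in both replicates and reach 50 CPM in the higher group. The values of some of these genes are not reported here. The values of Tables S1 to S6 had been seen before this rule was written. The alternatives were DESeq2, no filter on low counts, the replicate block, all barcodes, other cell filters, the number of neighbors halved or doubled, the tested genes kept in the clustering, rank correlation, correlation of log2 folds, 30 neighbors or 1500 UMIs per cell in the measure of mixing, and each library left out in turn. Names by score alone, correlations without the marker genes, and the comparison of the Table S2 genes with all other TIL and dLN cells were added after the values were seen.

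The tools were tested on simulated data. In a simulated TIL against Arm comparison of 9965 genes, with 200 changed, edgeR recovered 95.5% with 9 false calls and DESeq2 96% with 16. In a simulated TIL Th1-like against TIL Isc-like comparison of 7733 genes, with 200 changed, edgeR recovered 85% with 4 false calls and DESeq2 80% with 3. In a second simulated draw of TIL replicate 1, over 5647 genes, 6 of 6 clusters found their match, with an adjusted Rand index of 0.914. Flow cytometry, human data and the data of other studies were not analysed here.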

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

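The test of Gzmb in TIL Isc-like cells was chosen after the result was seen; the tests of Gzmb in the other classes, of Lag3 and of the cells with Cd8 UMIs were set beforehand.

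The difference between Treg-like cells and the other classes was compared between TIL and dLN by an interaction term for Icos, Tnfrsf4, Gzmb and Lag3. For Gzmb, the difference in TIL was smaller than in dLN by a log2 value of -3.65 (standard error 1.07). The edgeR adjusted p was 0.0113 over the list of 4 genes and 0.197 over all genes. Without dLN replicate 1 the value was -2.96, and it did not pass a threshold of 0.05 before adjustment. The other dLN classes of this comparison, which leaves out cycling and unnamed cells, held 11 Gzmb UMIs in all, so the dLN side of this difference rests on few counts. Cycling cells of dLN replicate 2 held 76 Gzmb UMIs, in 15 of 102 cells. Free Gzmb RNA in the TIL droplets would raise all other TIL classes by the share at which other Treg markers appear there. In Th1-like and nRes-like cells Gzmb reached at most 13.6% of its level in Treg-like cells, and the median Treg marker at most 17.5%, so free RNA cannot be told apart from expression in these classes, because the levels are alike. In Isc-like cells Gzmb had at least 53.5% of the level in Treg-like cells, while the median Treg marker had at most 10.2% and no single one over 30.3%. This argues against free RNA as the whole source of Gzmb in Isc-like cells. A biological difference between tumor and lymph node stays open and was not tested apart from the sort, since TIL and dLN cells were sorted differently.

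For Lag3, the difference between Treg-like and other classes was larger in TIL than in dLN by a log2 value of 1.61 (standard error 0.61). The edgeR adjusted p was 0.0317 over the list and 0.428 over all genes. It did not pass a threshold of 0.05 before adjustment with the number of neighbors halved (0.91) or doubled (0.97, where dLN replicate 1 had no Treg-like class) or without TIL replicate 1 (1.29). Lag3 of TIL Treg-like cells was 81.6% and 38.3% of the level in Th1-like cells in replicates 1 and 2, at the lowest 38.3%, while the median of 7 Th1-like genes was at most 6.97%, with single genes at up to 52.1% and 62.0%. Free RNA of Th1-like cells as the whole source cannot be told apart from expression, because in replicate 2 the value lies within the range of the single genes. The tissue and the sort remain open, as untested.

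Among the 9304 cells used, 45 (0.484%, 95% exact binomial interval 0.353 to 0.647) had UMIs of both Cd8a and Cd8b1, genes of CD8+ T cells that the paper does not report on. Of these cells 27 were in Arm replicate 2, 7 in TIL replicate 1, 6 in TIL replicate 2, 3 in dLN replicate 2 and 2 in Arm replicate 1. Brought to 1500 UMIs, 1 of 44 had a Cd4 UMI, a share of 2.27% (interval 0.0575 to 12.0), against 30.7% (interval 29.7 to 31.8) of the cells without either gene. Free Cd8 RNA or doublets with CD4+ cells would leave Cd4 near the level of the other cells, so the lower share argues against both as the whole source. The counts are in line with CD8+ cells that passed the sort, a hypothesis found and tested on the same data.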

How the results depend on the processing

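The alternatives named as added after the values were seen are names by score alone, correlations without marker genes and the comparison of the Table S2 genes with all other TIL and dLN cells; the rest had been set beforehand.

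The numbers of cells were 9555 without the filter at the 98th quantile and 8527 with at most 5% mitochondrial UMIs, since these filters remove other numbers of cells. Without a filter on low counts, 1314 genes passed in TIL against dLN, 1654 in TIL against Arm, 1396 in dLN against Arm and 136 in Arm against Arm IL7R-. With all barcodes 548 passed in dLN against Arm, and with DESeq2 147 in Arm against Arm IL7R-. Of the Table S6 genes 8 passed with DESeq2 and 8 without the filter. The cause was not tested. The replicate block gave 28 genes in Arm against Arm IL7R- and 3 nRes genes, and reversed Klf2 in TIL against dLN to -0.60. It moved 16 calls of single genes past the threshold, gave 132 the same call, and changed no other call.

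In the clustering with neighbors doubled, Arm replicate 2 had no Th1-like class and dLN replicate 1 no Treg-like class, so comparisons with these classes then rest on 1 library of them; with the number halved, TIL replicate 1 had no nRes-like class. With it doubled, 285 genes passed in TIL Th1-like against Arm Th1-like cells and 681 in TIL Isc-like against Arm Th1-like cells. Of the lists, 1 Arm Tfh gene, 9 genes of Th1-like against Isc-like cells, 6 of TIL classes against Arm Th1-like cells and 0 nRes genes passed (by edgeR; 2 nRes genes at an unadjusted p under 0.05, and 1 by DESeq2 on the main classes). Without a filter on low counts 3 nRes genes passed, and with names by score alone 2 did. The class order of the paper held in 2 replicates with the number of neighbors doubled and in 2 with names by score alone, against 1 of 2. Against all other TIL and dLN cells, 12 of 12 Tcmp genes listed as lower were lower. Apart from the lost classes, the cause of these changes was not tested.

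Median correlations changed by more than the spread of their pairings as follows. TIL Treg-like with dLN Treg-like cells gave 0.165 by rank correlation, and 0.329 with neighbors doubled, over the 2 pairings with dLN replicate 2 (0.277 and 0.361 in the chosen setting). TIL Isc-like with Arm Th1-like cells gave 0.0343 with neighbors halved, -0.0397 with the tested genes kept, 0.0189 by rank correlation and 0.0194 with names by score alone. TIL Th1-like with TIL Isc-like cells gave -0.416 by rank correlation and -0.496 with log2 folds. TIL Th1-like with dLN Ccr7 CD200hi-like cells gave 0.234 with neighbors halved, 0.185 with neighbors doubled and 0.204 with the tested genes kept. TIL nRes-like with Arm Tfh-like cells gave 0.105 with neighbors halved (over 2 pairings), 0.0371 with neighbors doubled and 0.0436 with log2 folds. Without the marker genes, the medians of all 8 class pairs stayed within that spread; the lowest was -0.345 and the highest 0.295. Own-library neighbors were 96.6% for TIL and 97.5% for TIL Treg-like cells with 30 neighbors, and 94.9% for TIL, 96.1% for dLN and 96.2% for TIL Treg-like cells at 1500 UMIs. The cause was not tested.

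In single genes, Il12rb2 reversed in TIL Th1-like against Arm Th1-like cells with neighbors halved (0.0702). In TIL Isc-like against Arm Th1-like cells it reversed without a filter on low counts (-0.11), with the tested genes kept (-0.23) and with names by score alone (-0.0871). In the latter comparison Lag3 reversed with neighbors halved (1.21) or doubled (0.13), and Klrd1 with neighbors halved (-0.00794) or the tested genes kept (-0.58). Tbx21 reversed in TIL nRes-like against other TIL classes with names by score alone (-0.0499) and in dLN Treg-like against other dLN classes with neighbors doubled (-4.48), Tox2 in TIL Th1-like against Arm Th1-like cells with neighbors doubled (0.0845), and the interaction of Tnfrsf4 without a filter on low counts (0.11). None of these values passed the threshold in the chosen setting, and the cause was not tested. Apart from leaving out libraries, 740 values of single genes kept their direction and side of the threshold, 50 moved past it, 42 fell behind it and 13 reversed. Of counts, medians and shares, 163 kept within their limits and 42 did not.

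Leaving out 1 library at a time, the genes past the threshold ranged from 225 (without TIL replicate 2) to 913 (without dLN replicate 1) in TIL against dLN, from 255 (without TIL replicate 2) to 1841 (without dLN replicate 2) in TIL against Arm, from 248 (without Arm replicate 2) to 1162 (without dLN replicate 2) in dLN against Arm, and from 0 (without dLN replicate 1 or Arm replicate 2; 958 and 341 genes at an unadjusted edgeR p under 0.05) to 49 (without Arm replicate 1) in Arm against Arm IL7R-. They ranged from 350 (without Arm replicate 2) to 855 (without dLN replicate 1) in TIL Th1-like and from 718 (without Arm replicate 2) to 1625 (without dLN replicate 2) in TIL Isc-like against Arm Th1-like cells. With fewer libraries the fit has fewer degrees of freedom, and where a group keeps 1 library, that library is assumed to vary like the other groups.

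The lists ranged from 0 to 2 for residency (0 without TIL replicate 2, with 3 at an unadjusted edgeR p under 0.05), 6 (without TIL replicate 2) to 12 for exhaustion, 0 (without dLN replicate 1, dLN replicate 2 or Arm replicate 2) to 5 for the Table S6 genes, 0 (without either Arm library) to 3 for Arm Tfh, 2 (without TIL replicate 2) to 5 for Treg, 4 (without dLN replicate 2) to 8 for CD200hi and 0 (without TIL replicate 1) to 1 for nRes genes. The median of the Isc list ranged from 1.62 to 2.30 against Arm and from 2.09 to 2.75 against dLN; its fry p was above 0.05 without Arm replicate 1 (0.0584), Arm replicate 2 (0.0582) and, against dLN, dLN replicate 2 (0.0535).

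Single genes that reversed had these ranges. Klf2 had -2.96 to 2.81 against Arm (highest without Arm replicate 2) and -1.78 to 1.12 against dLN (lowest without TIL replicate 2). Tbx21 in TIL Th1-like against Isc-like cells had -0.49 to 0.11 (highest without TIL replicate 2). In TIL Isc-like against Arm Th1-like cells, Il12rb1 had -0.29 (without TIL replicate 2; -0.06 without Arm replicate 2) to 0.70, Il12rb2 had -0.0755 (without TIL replicate 2) to 0.0791, Lag3 had -1.31 to 0.27 (without TIL replicate 1; 0.05 without Arm replicate 1), Klrd1 had -0.20 (without TIL replicate 2) to 0.69 and Klrk1 had -0.30 (without TIL replicate 2) to 1.75. Tbx21 had -0.46 to 0.14 (without Arm replicate 2) in TIL against Arm, -0.33 (without TIL replicate 2) to 0.63 in TIL nRes-like and -5.01 (without dLN replicate 1) to 4.21 in dLN Treg-like against the other classes. Tox2 in TIL Th1-like against Arm Th1-like cells had -5.65 to 0.46 (without Arm replicate 2; 0.35 without TIL replicate 2). The interactions of Treg-like cells and tissue had -0.44 to 0.0281 (without dLN replicate 2) for Icos and -0.0679 to 0.0213 (without TIL replicate 2; 0.0150 without dLN replicate 2) for Tnfrsf4. Of single genes, 820 values kept their direction and call, 98 fell behind the threshold, 13 moved past it and 18 reversed. Low counts are one limit of the class comparisons: Tbx21 had 32 UMIs in TIL Th1-like and 27 in TIL Isc-like cells, and Bcl6 4 in Arm Th1-like cells.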

Differences from the paper's values

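The comparison with all other TIL and dLN cells was chosen after the values were seen; the other settings were set before the data were examined, apart from names by score alone.

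Of 116 values of the supplement that were set beside values computed here, 11 differed, and of 5 values of the text none did by the rule used. All 11 are folds of Tcmp genes of Table S2 in dLN Ccr7-like cells. The groups are not alike: the folds computed here are against the other named dLN classes alone, while the methods of the paper compare these clusters with other dLN and TIL clusters together, for this list only. They are compared on the scale on which the Th1 folds of Table S2 match, the exponential of the difference of mean ln-normalized values. The folds computed here and the paper's were 1.82 and 2.97655 for Slamf6, 1.11 and 1.77635 for mt-Co1, 1.03 and 1.77115 for Itpkb, 0.805 and 1.66807 for Tcf7, and 0.896 and 1.44202 for Nsg2. For the genes listed as lower they were 1.09 and the paper's 0.698259 for Tagln2, 1.16 and 0.648749 for Bcl2, 0.938 and 0.584901 for S100a10, 0.928 and 0.526062 for Vim, 0.812 and 0.505 for Cd69, and 0.918 and 0.357369 for Crip1. With neighbors halved, neighbors doubled or the tested genes kept, all stayed different, except Cd69 with neighbors doubled and with the tested genes kept. Against all other TIL and dLN cells, which is nearer to the comparison in the methods, 0 of 30 Tcmp folds differed (Tcf7 1.57), a setting chosen after seeing the values that dropped 1 of the paper's called Tcmp genes, Itgb1. It holds all remaining dLN clusters, of which the methods name only some.

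The paper tested genes with cells as replicates, by limma with a fold over 1.25 and Q under 0.1 in both replicates, whereas samples were the replicates here. Classes of 1 tissue came from the same libraries, a pairing that the main fit did not use. Where a call between such classes passed with the block, its absence from the main fit may come from the spread between libraries. The rebuilt classes were not the paper's clusters, and unnamed cells were left out of them.

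The paper reports lower Klf2 and S1pr1 and higher Cd69 in most TIL subpopulations than in Arm and most dLN clusters. The groups are not alike, since the values here are for all cells of a library, nRes-like cells included. S1pr1 was past the threshold against Arm (log2 fold change -1.25) and not against dLN (-0.57). Cd69 was past it against dLN (1.72) and not against Arm (0.60), and Klf2 was not lower beyond its spread (-0.86 against Arm, 0.30 against dLN). Arm and dLN cells were sorted with tetramer and TILs were not. Cd69 is among the genes the paper ties to tetramer binding, so its differences do not separate the tissue from the sort.

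The paper reports that Tregs, and cycling cells, of the tissues grouped together. The mean share of own-library neighbors was 98.1% for TIL Treg-like cells, and 76.7% and 97.0% for dLN Treg-like cells. Cycling cells had 92.2% to 99.8%. The 99.8% of Arm replicate 1 cannot show mixing of cycling cells, because TIL and dLN had no cycling cluster in that replicate. The other named dLN classes had at least 99.0%, so dLN Treg-like cells mixed more than these in both replicates. Among the named TIL classes, nRes-like cells had a lower share (91.1%) than Treg-like cells (97.7%) in replicate 1. In replicate 2 Treg-like cells had the lowest share (98.5%), next to Th1-like cells (98.8%), so the order differed between the replicates. By correlation, TIL Treg-like cells were closest to dLN Treg-like cells (0.261), which were nearly as close to Arm Th1-like cells (0.251), and cycling cells of dLN and Arm reached 0.767 to 0.817.

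The paper gives lower Tbx21 in the second group of TILs, which includes its nRes cells. The groups are not alike: against Isc-like cells alone, the log2 fold change of Th1-like cells was -0.26. It gives higher Il12rb chains in TILs than in Arm Th1 cells, where Il12rb1 had -1.14 and 0.26 and Il12rb2 -0.18 and 0.01 in Th1-like and Isc-like cells. Il7r (2.53 and 3.27) and Il10ra (2.32 and 3.45) went the way the paper states.

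The paper states that TILs expressed multiple genes of exhaustion. Of the 16 tests of exhaustion genes, 5 passed as higher and 5 as lower in TIL. Pdcd1 (2.28 against Arm and 1.62 against dLN) and Lag3 (3.27 and 1.57) were higher, while Tox2 (-4.21 and -4.58), Cd160 (-3.14 and -2.50) and, against dLN, Tox (-1.54) were lower. These values are for whole libraries, so the share of Tfh-like cells enters them. In Arm replicates 1 and 2, Tox2 had 165 and 142 CPM in Tfh-like and 3.67 and 7.67 in Th1-like cells. Cd160 had 108 and 117 CPM in Tfh-like and 23.3 and 12.8 in Th1-like cells there. Id2 was not past the threshold (edgeR adjusted p = 0.0715 and 0.0581), but was with DESeq2 (adjusted p = 0.00958 and 0.00335), without a filter on low counts (edgeR adjusted p = 0.00943 and 0.00244) and with the replicate block (edgeR adjusted p = 0.0220 and 0.0205). It also was without Arm replicate 2 (edgeR adjusted p = 0.0118 and 0.00896) and, against dLN, without Arm replicate 1 (0.00995). Prdm1 against Arm (edgeR adjusted p = 0.133) passed with the replicate block (0.0390), and Havcr2 against dLN (edgeR adjusted p = 0.140) without the filter (0.0314).

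For Treg cells the paper reports higher Lag3 in TIL than in dLN. This was not past the threshold (edgeR adjusted p = 0.148), but was with the replicate block (edgeR adjusted p = 0.0152) and without a filter on low counts (edgeR adjusted p = 3.22e-05). Tnfrsf4 in dLN Treg-like cells (edgeR adjusted p = 0.0593) passed with DESeq2 (adjusted p = 0.0455), with the replicate block (edgeR adjusted p = 1.95e-09), without the filter (2.71e-08) and with neighbors halved (0.00266) or doubled (0.0383, with 1 dLN Treg-like library).

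Id2, which the paper lists for the Th1 and CD200hi cells, passed in TIL Th1-like and dLN CD200hi-like cells with the replicate block (edgeR adjusted p = 2.81e-05 and 0.00135) and without the filter (5.71e-04 and 0.0104), and in the former without Arm replicate 1 (0.0353) or 2 (0.0338). In TIL Th1-like against Isc-like cells Id2 passed with the replicate block (edgeR adjusted p = 0.00143) and without the filter (0.0165). Ifng in dLN CD200hi-like cells (edgeR adjusted p = 0.396) passed without the filter (0.00386) and with neighbors doubled (0.0270). Klrk1 in TIL Th1-like against Isc-like cells (edgeR adjusted p = 0.0508) passed with the replicate block (9.74e-06), without the filter (4.69e-07) and without Arm replicate 1 (0.00740) or 2 (0.00779). Klrc2 in TIL Th1-like against Arm Th1-like cells (edgeR adjusted p = 0.144) passed with the replicate block (0.0417).

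The paper gives Ifng for Th1 cells of Arm. In Arm Tfh-like against Th1-like cells it was lower and not past the threshold (edgeR adjusted p = 0.131), but was with the replicate block (edgeR adjusted p = 1.08e-04) and without the filter (3.44e-05). The paper gives lower Tbx21 and Ifng in the cluster that it later calls nRes. In nRes-like cells Tbx21 had a log2 fold change of 0.29, which no setting brought past the threshold. Ifng had -1.45 (edgeR adjusted p = 0.355), and passed with the replicate block (edgeR adjusted p = 0.0364) and without the filter (3.63e-04).

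The paper groups nRes cells with Tfh cells and reports higher Tcf7, and Klf2 expression, in them. The median correlations were 0.0384 with dLN Tfh-like and 0.00959 with Arm Tfh-like cells, below that with dLN Ccr7-like cells (0.116). In replicate 2 Tcf7 was higher in Isc-like (107 CPM) than in nRes-like cells (69.3 CPM). Over both replicates Tcf7 (edgeR adjusted p = 0.213) passed with the replicate block (0.00800), without the filter (2.41e-08) and with names by score alone (0.0445), a setting chosen after seeing the values that dropped 2 of the paper's called items, Tnfrsf4 and Lag3 in TIL Treg-like cells. Klf2 (edgeR adjusted p = 0.649) passed with the block (1.96e-06) and without the filter (7.07e-09).

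The order of classes that the paper draws held in replicate 1 and not in replicate 2, where the edge between tissues ran from Th1-like cells; it held in both with neighbors doubled, and in replicate 2 but not replicate 1 with neighbors halved. It also held in both with names by score alone, a setting chosen after seeing the values that dropped 2 of the paper's called items, Tnfrsf4 and Lag3 in TIL Treg-like cells. The paper's text gives a lower number of IL-27 genes than the 58 distinct genes that the IL-27 part of Table S4 lists.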

Other observations

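The tests of the type I IFN-induced genes, the Table S6 genes, the match rule, the neutrophil genes and the Isc genes of the replicates were chosen only after the results were seen; the test of Tox2 and Cd160 was set beforehand.

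The Isc markers, genes induced by type I IFN, were also found in the Treg-like and nRes-like cells of TIL. In nRes-like cells their median level was 14.6% and 38.0% of the Isc-like level in replicates 1 and 2, while 7 Th1-like genes had a median of 1.46% and 4.92% of the Th1-like level there, and no single one over 10.6% and 29.0%. Treg markers, however, had medians of 14.2% and 13.1% of the Treg-like level in nRes-like cells, with single markers up to 52.4% and 53.4%. Free RNA of Isc-like cells cannot be told apart from expression in nRes-like cells, because the medians of the Isc markers lie within that range. In Treg-like cells the medians were 9.78% and 33.5%, against 6.97% and 3.27% for the Th1-like genes. There free RNA cannot be told apart from expression, because the medians lie within the range of the single Th1-like genes (up to 52.1% and 62.0%). The tissue and the sort remain open, as untested.

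Tox2 and Cd160, which were lower in TIL than in Arm, had log2 fold changes of -0.26 and -1.70 within Th1-like cells, on 5 UMIs each in TIL. A larger share of Tfh-like cells in Arm cannot be told apart from a change within cells, because these counts are too few.

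The 11 genes of Table S6 had a median log2 fold change of 2.58 in TIL against Arm IL7R-, although TILs were not sorted with tetramer. In TIL against Arm they went both ways (median 0.01, 6 of 11 above 0). TIL and Arm differ in tissue, day and sort, so tetramer binding as the whole cause of the difference in Arm cannot be told apart from other differences.

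Shuffled labels passed the match rule in a median of 28 of 45 clusters, because its threshold follows the correlations. The highest shuffled correlation was 0.105, under each of the 3 thresholds of the real clusters (0.179 to 0.421).

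In Arm replicate 2, S100a8 was found at 1500 UMIs in 0 to 0.304% of the cells of a cluster, shares too low to separate the explanations. Of its UMIs, 98.8% (890 of 901) lay in 1 cell, which had 563 UMIs of S100a9, 259 of Ngp and 143 of Camp and 0 of Cd3e and Cd4. This argues against neutrophil RNA spread over all droplets. A single neutrophil barcode among the cells is a candidate explanation.

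The Isc list was higher in TIL replicate 2 than in replicate 1, with a median log2 ratio of 0.63 over all cells (132 of 135 genes). The median log2 ratio within classes was 0.45 in Isc-like, 0.82 in Th1-like, 0.94 in Treg-like and 1.08 in nRes-like cells. The share of Isc-like cells was 22.1% in replicate 1 and 15.0% in replicate 2, but 42.0% in replicate 2 with names by score alone, a setting added after the values were seen, where the ratio within Isc-like cells was -0.0508. Whether the genes rose within Isc-like cells cannot be told apart from the choice of the clusters that are named so, because both values depend on it. In the Th1-like, nRes-like and Treg-like classes the median log2 ratio was at least 0.571 in every setting that had the class. In the absence of free RNA, this would argue against a larger share of Isc-like cells as the whole cause. Free RNA from Isc-like cells stays open in the droplets of Treg-like and nRes-like cells, as above, and was not tested in Th1-like cells. A larger share of Isc-like cells can therefore not be ruled out as the whole cause. No biological explanation was tested.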
